# Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis *mlo2 mlo6 mlo12* Triple Mutant

**DOI:** 10.3389/fpls.2017.01006

**Published:** 2017-06-19

**Authors:** Hannah Kuhn, Justine Lorek, Mark Kwaaitaal, Chiara Consonni, Katia Becker, Cristina Micali, Emiel Ver Loren van Themaat, Paweł Bednarek, Tom M. Raaymakers, Michela Appiano, Yuling Bai, Dorothea Meldau, Stephani Baum, Uwe Conrath, Ivo Feussner, Ralph Panstruga

**Keywords:** powdery mildew, MLO, tryptophan, indole glucosinolates, camalexin, jasmonic acid, plant defense, microarray analysis

## Abstract

Loss of function mutations of particular plant *MILDEW RESISTANCE LOCUS O* (*MLO*) genes confer durable and broad-spectrum penetration resistance against powdery mildew fungi. Here, we combined genetic, transcriptomic and metabolomic analyses to explore the defense mechanisms in the fully resistant *Arabidopsis thaliana mlo2 mlo6 mlo12* triple mutant. We found that this genotype unexpectedly overcomes the requirement for indolic antimicrobials and defense-related secretion, which are critical for incomplete resistance of *mlo2* single mutants. Comparative microarray-based transcriptome analysis of *mlo2 mlo6 mlo12* mutants and wild type plants upon *Golovinomyces orontii* inoculation revealed an increased and accelerated accumulation of many defense-related transcripts. Despite the biotrophic nature of the interaction, this included the non-canonical activation of a jasmonic acid/ethylene-dependent transcriptional program. In contrast to a non-adapted powdery mildew pathogen, the adapted powdery mildew fungus is able to defeat the accumulation of defense-relevant indolic metabolites in a MLO protein-dependent manner. We suggest that a broad and fast activation of immune responses in *mlo2 mlo6 mlo12* plants can compensate for the lack of single or few defense pathways. In addition, our results point to a role of Arabidopsis MLO2, MLO6, and MLO12 in enabling defense suppression during invasion by adapted powdery mildew fungi.

## Introduction

The powdery mildew disease, caused by obligate biotrophic ascomycete fungi, leads to enormous agricultural yield losses every year (Dean et al., 2012; Savary et al., 2012). Control of the disease is mediated by application of fungicides and/or genetically encoded types of resistance. Besides typically short-lived isolate-specific immunity, loss-of-function mutations in specific members of the *MILDEW RESISTANCE LOCUS O* (*MLO*) gene family provide stable protection against these pathogens (Jørgensen, 1992; Brown, 2015; Kusch et al., 2016). This durable, broad-spectrum type of immunity is conserved amongst monocots and dicots, including several important crop plants (Jørgensen, 1992; Bai et al., 2007; Humphry et al., 2011; Wang et al., 2014; Berg et al., 2015; Acevedo-Garcia et al., 2016; Kusch et al., 2016; Kusch and Panstruga, 2017). Employment of *mlo* mutant plants in agriculture was pioneered by mutations in a single *Mlo* gene in diploid barley (Jørgensen, 1992). Recent developments in targeted breeding and gene editing enable the transfer of this trait to further important crop plants with more complex genetic features that are less likely to acquire natural mutations in *MLO* genes (Wang et al., 2014; Acevedo-Garcia et al., 2016). However, despite the great potential that interference with MLO protein function offers to agriculture, the biochemical basis of the resistance is still incompletely understood.

In Arabidopsis, three MLO proteins, MLO2 (At2g11310), MLO6 (At1g61560) and MLO12 (At2g39200), cooperatively mediate susceptibility to powdery mildew fungi (Consonni et al., 2006). The strongest susceptibility defect is caused by mutation of *MLO2*, while *MLO6* and *MLO12* have no detectable effect when mutated individually. Double mutant combinations of *mlo2* with *mlo6* or *mlo12* gradually increase the resistance phenotype of the *mlo2* single mutant, and lack of all three proteins results in complete penetration resistance (Consonni et al., 2006). Although *MLO2, MLO6*, and *MLO12* show functional overlap in terms of mediating powdery mildew susceptibility, they seem to be only partially redundant as indicated by their differential quantitative impact on penetration resistance and distinct expression patterns (Arabidopsis eFP Browser (http://bar.utoronto.ca/efp_arabidopsis/cgi-bin/efpWeb.cgi); (Chen et al., 2006; Consonni et al., 2006; Winter et al., 2007; Bhardwaj et al., 2011). Consequently, components that have been recognized as contributors to *mlo2*-mediated resistance have to be validated for their impact on complete penetration resistance of the *mlo2 mlo6 mlo12* triple mutant.

In Arabidopsis, mutation of components of nonhost resistance (NHR) abrogates penetration resistance of *mlo2* mutant plants. The two defense pathways associated with the PENETRATION 1 (PEN1; At3g11820) and PEN2/PEN3 (At2g44490/At1g59870) proteins are major factors of NHR and critical for *mlo2*-mediated resistance (Assaad et al., 2004; Consonni et al., 2006; Stein et al., 2006; Bednarek et al., 2009). *PEN1/SYNTAXIN OF PLANTS (SYP)121* encodes a SOLUBLE *N*-ETHYLMALEMIDE-SENSITIVE FACTOR ATTACHMENT PROTEIN RECEPTOR (t-SNARE) potentially involved in the exocytosis of defense compounds (Kwon et al., 2008; Kwaaitaal et al., 2010). Notably, the situation in Arabidopsis is reminiscent of barley, where the t-SNARE Ror2, the ortholog of PEN1, is required for full powdery mildew resistance of *mlo* mutants (Collins et al., 2003). The β-thioglucoside glucohydrolase PEN2 (Lipka et al., 2005) and the ABC transporter PEN3 (Stein et al., 2006) contribute to hydrolysis of tryptophan (Trp)-derived indole glucosinolates and putative secretion of downstream products with potential antimicrobial activity (Bednarek et al., 2009; Clay et al., 2009; Lu et al., 2015). Besides PEN2 and PEN3, the cytochrome P450 monooxygenases CYP79B2 (At4g39950) and CYP79B3 (At2g22330) are required for *mlo2*-mediated resistance (Consonni et al., 2010). The two functionally redundant enzymes catalyze the conversion of Trp to indole-3-acetaldoxime (IAOx), a precursor of several indolic metabolites, including the phytoalexin camalexin and indole glucosinolates (Hull et al., 2000; Mikkelsen et al., 2000; Zhao et al., 2002; see also **Figure 6** below).

A further link of the *PEN* genes to *mlo2*-mediated resistance is provided by their coexpression with *MLO2* and a set of genes whose transcripts accumulate after biotic stress and stimulation with microbe-associated molecular patterns (MAMPs) (Humphry et al., 2010). This finding and several commonalities shared between *mlo* phenotypes and NHR in Arabidopsis and barley (Humphry et al., 2006) led to the conclusion that both types of penetration resistance have a mechanistic overlap, with *mlo* mutations potentially mediating an accelerated NHR response effective even against adapted pathogens (Peterhänsel et al., 1997; Trujillo et al., 2004; Humphry et al., 2006).

To further examine the resistance mechanism(s) employed by *mlo2 mlo6 mlo12* mutants, we tested known genetic suppressors of *mlo2* resistance for their impact on *mlo* triple mutant plants. Surprisingly, all known contributors to *mlo2*-mediated resistance were found to be fully dispensable for the *mlo2 mlo6 mlo12* resistance phenotype. To identify defense pathways differentially activated in the *mlo2 mlo6 mlo12* mutant, which might help to identify novel components critical for its resistance phenotype, we performed comparative transcript profiling of triple mutant and wild type plants at early time points upon powdery mildew challenge. Our results point to a strong and accelerated activation of defense-related transcriptional programs in *mlo2 mlo6 mlo12* triple mutant plants, which are consequently able to tolerate the lack of individual or even several key defense components.

## Materials and methods

### Plant material and growth conditions

Arabidopsis (*Arabidopsis thaliana*) wild type Col-0, *mlo2* (*mlo2*-5 and *mlo2*-11; Consonni et al., 2006), *mlo2 mlo6 mlo12* (*mlo2*-5 *mlo6*-2 *mlo12*-1; Consonni et al., 2006), *pen1* (*pen1*-1; Collins et al., 2003), *pen2* (*pen2*-1; Lipka et al., 2005), *pen3* (*pen3-*1; Stein et al., 2006), *cyp79B2 cyp79B3* (Zhao et al., 2002), *ora59* (Zander et al., 2014), and *35S::ORA59* (Pré et al., 2008) were described previously. The *mlo2*-6 *mlo6*-4 *mlo12*-8 mutant was generated in the context of this work. Higher order mutants were generated by crosses using these lines as parents. Homozygous mutants were selected by polymerase chain reaction (PCR) using T-DNA- and gene-specific primer sets as described on the T-DNA Express webpage (http://signal.salk.edu/cgi-bin/tdnaexpress) or by cleaved amplified polymorphic sequence (dCAPS) analysis, according to the parental mutations. Primer sequences are available on request. Plants were soil-grown under controlled conditions at a 10/14 h light/dark cycle at 23°C and 65% relative humidity for 4 to 5 weeks until they had developed eight or nine rosette leaves. Due to higher biomass requirements, 5 to 6-week-old plants were used for analysis of phytohormones and tryptophan-derived compounds. For analysis of gene expression (microarray and quantitative reverse transcriptase PCR (qRT-PCR)) and indole glucosinolates, plants were cultivated in Jiffy pellets (Jiffy Products International AS, Stange, Norway). Before sowing Jiffy pellets were moistened in water supplied with 1 ml/l Wuxal fertilizer (Stender, Schermbeck, Germany).

### Powdery mildews and infection assays

*Golovinomyces orontii* and *Blumeria graminis* f.sp. *hordei* (*Bgh*) K1 (Lipka et al., 2005) as well as *Oidium neolycopersici* (Bai et al., 2007) were used in this study. Powdery mildew infection assays were performed as described previously (Consonni et al., 2006; Bai et al., 2007).

### RNA extraction, cDNA synthesis and qRT-PCR

Isolation of total RNA, cDNA synthesis and qRT-PCR were performed essentially as described previously (Consonni et al., 2010; Kwaaitaal et al., 2011) with the primers listed in Table S3.

### Microarray experiment and data analysis

Powdery mildew-inoculated rosette leaves from 4-week-old plants (three per genotype and time point) were harvested at 0 (prior to inoculation), 8 and 12 hpi and frozen in liquid nitrogen. Total RNA was extracted as mentioned above. Copy RNA (cRNA) was prepared following the manufacturer's instructions (www.affymetrix.com/support/technical/manual/expression_manual.affx). Labeled cRNA transcripts were purified using the sample cleanup module (Affymetrix, Santa Clara, USA). Fragmentation of cRNA transcripts, hybridization, and scanning of the high-density oligonucleotide microarrays (Arabidopsis ATH1 genome array; Affymetrix) were accomplished by the Max Planck Genome Centre (Cologne, Germany; (http://mpgc.mpipz.mpg.de/home/) according to the manufacturer's GeneChip Expression Analysis Technical Manual. Three replicates per time point and genotype were processed. The quality of the data was evaluated at probe level by examining the arrays for spatial effects, distribution of absent and presents calls, and the intensity of spike-in controls. The robust multiarray average procedure (Irizarry et al., 2003) was used to correct for background effects and chip effects and to summarize the probe values into probe set values, resulting in 22,811 normalized expression values per array. The R/Bioconductor (Gentleman et al., 2004) package limma (Smyth, 2005) with the graphical user interface limmaGUI (Wettenhall and Smyth, 2004) was employed to pre-process the raw microarray data. Analysis of variance (ANOVA) in combination with the false discovery rate (FDR) test method were applied to correct for the *P*-values (Benjamini and Hochberg, 1995). Genevestigator V3 (https://genevestigator.com/gv/) was used for meta-analysis of gene expression (Hruz et al., 2008). The microarray data are accessible *via* the NCBI Gene Expression Omnibus (GEO) under accession number GSE98673.

Gene ontology (GO) term analysis and functional classification of genes was performed with the PANTHER™ database version 11.1 (http://pantherdb.org; (Mi et al., 2013, 2016). PANTHER Overrepresentation Test was conducted to identify overrepresented biological process GOs (GO database version 1.2.) against 27352 genes of the Arabidopsis reference genome (version April 2015) with a *P*-value cut-off of *P* ≤ 0.05. Bonferroni correction for multiple testing was applied. PANTHER™ GO slim was used for classification of encoded proteins into PANTHER protein classes.

### Indole glucosinolate extraction and measurements by high-performance liquid chromatography-ultraviolet (HPLC/UV)

For I3G, I3G, RA, and 4MI3G measurements, 4 to 5-week-old soil-grown Arabidopsis plants were either leaf-to-leaf inoculated with *G. orontii*, inoculated with *Bgh*, or kept as non-treated control plants. Powdery mildew-inoculated plants were collected at 8, 16, and 24 hpi and frozen in liquid nitrogen. Non-inoculated control plants were harvested prior to inoculation. Extraction and HPLC analysis of secondary metabolites was performed as previously described (Bednarek et al., 2009; Consonni et al., 2010). Measurements were performed with three independent biological replicates.

### Plant phytohormone, indole-3-carboxylic acid (ICA) and camalexin extraction and measurements by high-performance liquid chromatography-tandem mass spectrometry (HPLC-MS/MS)

For salicylic acid (SA), SA beta-glucoside (SAG), ICA and camalexin measurements 5 to 6-week-old soil-grown Arabidopsis plants were either leaf-to-leaf inoculated with *G. orontii*, mock-inoculated with a non-infected leaf, wounded with forceps, or kept as non-treated control plants. Ten plants/genotype were used for each treatment and each of 6 (SA, SAG, and jasmonic acid (JA)) or 9 (camalexin, ICA) biological replicates. Leaves were sampled 30 min (wounding) or 12 h post treatment (all other treatments) and immediately frozen in liquid nitrogen. Per treatment 100 mg of leaf material were used for extraction as previously described (Matyash et al., 2008; Gleason et al., 2016). Extracted samples were analyzed by HPLC-MS/MS as described before (Iven et al., 2012).

### Ethylene (ET) measurements by gas chromatography (GC)

Leaf discs with 6 mm diameter were prepared from 5 to 6-week-old soil-grown Arabidopsis plants and incubated for ca. 5 h in a Petri dish on a wet Whatman filter paper. The leaf discs were either leaf-to-leaf inoculated with *G. orontii*, mock-inoculated with a non-infected leaf, or kept as non-treated control. Leaf discs were transferred individually to tubes filled with 1.6 or 2 ml of 1% agar supplemented with 20 mM MES (pH 5.7). Non-treated leaf discs on 1.6 ml agar were treated with 400 μl 20 mM MES (pH 5.7) containing either 1 μM nlp24 (prepared as 10 mM stock solution in DMSO) to induce ET accumulation or 0.01% DMSO as mock treatment. Three leaf discs/treatment were measured for each of two independent biological experiment at 12 h (*G. orontii*-inoculated, mock-inoculated, non-inoculated) or 3 h (nlp24-treated, mock-treated) post treatment. ET accumulation was measured by GC of a 1 ml sample from the headspace of tubes (Felix et al., 1999).

### Formaldehyde-assisted isolation of regulatory elements (FAIRE)

FAIRE analysis was performed as described by Louwers et al. (2009) with minor modifications. Rosette leaves of five 4 to 5-week-old soil-grown Arabidopsis plants of each genotype were subjected to formaldehyde cross-linking. Chromatin was isolated and sonicated. 1/8th (100 μl) of the total sample volume was taken as an input sample and de-cross-linked overnight at 65°C while 7/8th (700 μl) were taken as the FAIRE sample and kept overnight at −20°C. DNA was extracted with phenol-chloroform-isoamyl alcohol (25:24:1) as described by Louwers et al. (2009). The DNA was dissolved in 20 μl ddH_2_O at 70°C for 15 min.

Amplicon enrichment of crosslinked vs. non(de)-crosslinked DNA by qPCR was performed for *PDF1.2a* and *PDF1.2b*. Analysis was executed with a Roche (Mannheim, Germany) LightCycler 480 II in triplicate 5 μl reactions in a 384-well plate using 1 μl of 1:2 diluted DNA as a template, 0.25 μM of each primer (listed in Table S3) and Takyon No ROX SYBR Mastermix blue dTTP (Eurogentec, Seraing, Belgium) according to the manufacturer's protocol. Melting curve analysis was performed to confirm amplicon identity. To correct for template quality, Crossing point (Cp) data were normalized to values measured for an amplicon within the *ACTIN 2* ORF for each sample (ΔCp = $\bar{\text{x}}$_Cptarget_ - $\bar{\text{x}}$_CpACTIN2_). Afterwards, FAIRE sample data were normalized to input sample data (ΔΔCp = ΔCp _input_ - ΔCp _FAIRE_). To determine amplicon enrichment of crosslinked vs. non-crosslinked DNA 2^ΔΔCp^ values were calculated. For each data point, the mean and standard error of three independent biological replicates were determined.

### Statistical analysis

To test for statistical significant differences of results generalized linear modeling (GLM) with Poisson or Quasi-Poisson regression was performed with R/Bioconductor (Gentleman et al., 2004; Hawkins, 2014).

### Total protein extraction, SDS-PAGE and immunoblot analysis

Whole rosette leaves of 4-week-old plants were harvested at the indicated time points after powdery mildew inoculation, frozen in liquid nitrogen and homogenized. Total protein extracts were prepared in 120 μl/100 mg fresh weight (FW) lysis buffer (20 mM HEPES pH 7.5; 13% sucrose; 1 mM EDTA; 1 mM DTT; 0.01% Triton X-100, complete Mini protease inhibitor cocktail tablet/10 ml buffer (Roche). Cell debris was removed by centrifugation, the protein concentration was determined by Bradford assay and protein samples were boiled for 10 min in 2x loading buffer. Following gel electrophoresis, proteins were blotted onto nitrocellulose membranes and the transfer visualized with the Ponceau protein dye. Blots were incubated with PEN2 antiserum (1:5,000 dilution in PBS-T at 4°C overnight; Lipka et al., 2005) and subsequently with a horseradish peroxidase-coupled goat anti rabbit secondary antiserum (Santa Cruz Biotechnology, Dallas, USA; 1:5000 dilution in PBS-T). For signal detection, the SuperSignal West Pico solution (Thermo Fisher Scientific, Waltham, USA) was used according to the manufacturer's instructions. Luminescence was documented on X-ray films.

## Results

### Powdery mildew resistance in the *mlo2 mlo6 mlo12* triple mutant functions independently of PEN-mediated defense

To determine the functional contribution of PEN2 activity to the complete powdery mildew immunity of the *mlo2 mlo6 mlo12* triple mutant, we generated the *mlo2 mlo6 mlo12 pen2* quadruple mutant as well as the *mlo2 mlo6 pen2* and *mlo2 mlo12 pen2* triple mutants and assessed their infection phenotypes with the adapted powdery mildew pathogen *G. orontii* in comparison to a set of informative control plants. Consistent with previous results, the *mlo2 pen2* double mutant displayed restored fungal penetration rates, which resembled the Col-0 wild type and the *pen2* single mutant values (Figure 1A; Consonni et al., 2006, 2010). Interestingly, triple mutant plants defective in *MLO2, PEN2* and either *MLO6* or *MLO12* showed a gradual decrease in *G*. *orontii* host cell invasion and conidiation, which was more pronounced for the *mlo2 mlo6 pen2* than for the *mlo2 mlo12 pen2* triple mutant (Figure 1A). This phenotype is reminiscent of the successive decline of powdery mildew susceptibility observed for the *mlo2 mlo6* and *mlo2 mlo12* double mutants (Consonni et al., 2006). Unexpectedly, the *mlo2 mlo6 mlo12 pen2* quadruple mutant exhibited full resistance against the powdery mildew fungus, which was indistinguishable from the *mlo2 mlo6 mlo12* triple mutant, indicating that powdery mildew resistance in the *mlo2 mlo6 mlo12* mutant is independent of PEN2 activity (Figure 1A). Consistently, also lack of the PEN3 ABC transporter, which presumably acts in the same pathway and potentially exports products of PEN2 (Stein et al., 2006; Lu et al., 2015), was insufficient to overcome penetration resistance in the *mlo2 mlo6 mlo12 pen3* triple mutant (Figure 1B).

**Figure 1:**
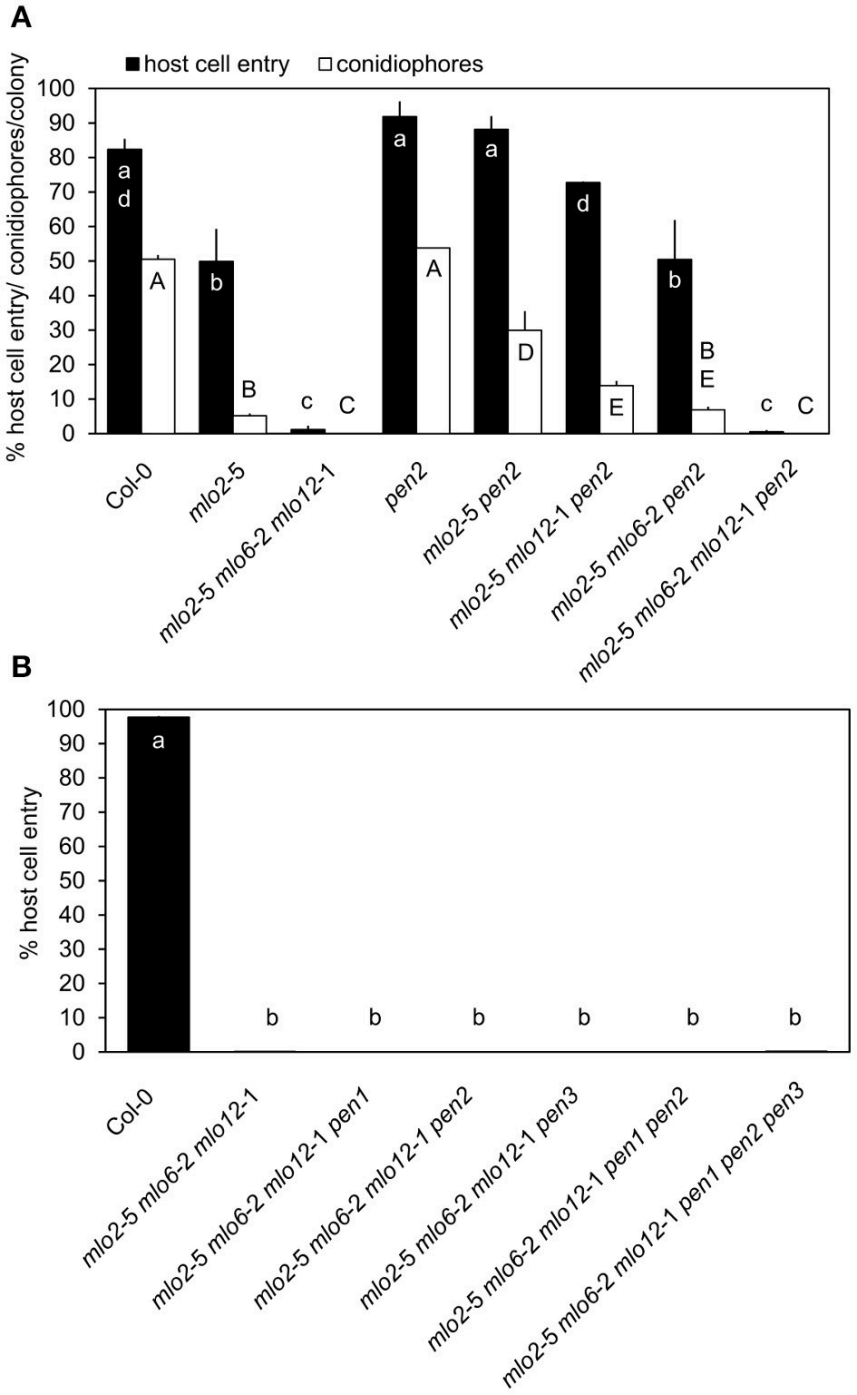
*mlo2 mlo6 mlo12*-mediated resistance functions independently of the PEN1 and PEN2/PEN3 defense pathways. Four to five-week-old plants of the indicated genotypes were inoculated with *G. orontii* and % host cell entry **(A,B)** and conidiophore formation per colony **(A)** were evaluated at 48 hpi or 7 dpi, respectively. Data represent means of 3 independent biological replicates ± SE. Distinct lower-case (% host cell entry) or upper-case (conidiophores/colony) letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

We previously demonstrated that *mlo2*-mediated powdery mildew resistance requires the vesicle-dependent secretory pathway involving the t-SNARE PEN1, as the *mlo2 pen1* double mutant exhibits restored powdery mildew penetration rates similar to *mlo2 pen2* plants (Consonni et al., 2006). Therefore, we also tested the functional contribution of *PEN1* to powdery mildew resistance in the context of the *mlo2 mlo6 mlo12* mutant. The *G*. *orontii*-challenged *mlo2 mlo6 mlo12 pen1* quadruple mutant retained complete resistance to the fungus, which was comparable to the *mlo2 mlo6 mlo12* triple and the *mlo2 mlo6 mlo12 pen2* or *mlo2 mlo6 mlo12 pen3* quadruple mutants (Figure 1B). To examine if simultaneous disruption of both defense pathways affects powdery mildew resistance mediated by loss-of-function of *MLO2, MLO6* and *MLO12*, the *mlo2 mlo6 mlo12 pen1 pen2* and the *mlo2 mlo6 mlo12 pen1 pen2 pen3* mutants were generated. Notably, resistance against the pathogen was not altered in the respective quintuple or hexuple mutants (Figure 1B). To exclude that our observations were specific for the Arabidopsis-*G. orontii* pathosystem, we tested the respective quadruple, quintuple and hexuple mutants with a second adapted powdery mildew fungus, *Oidium neolycopersici*, and obtained similar results (Figure S1). Together these data suggest that the *PEN1*- and *PEN2/PEN3*-dependent defense pathways, separately or in combination, are dispensable for powdery mildew resistance in the *mlo2 mlo6 mlo12* triple mutant.

### Transcriptomic analysis indicates accelerated accumulation of defense-related transcripts in the *mlo2 mlo6 mlo12* mutant upon inoculation with *G. orontii*

To elucidate the transcriptional patterns and possibly discover novel components associated with powdery mildew resistance in the *mlo2 mlo6 mlo12* mutant, we performed global gene expression analysis using the Affymetrix ATH1 GeneChip, comparing transcript abundance in the *mlo2 mlo6 mlo12* mutant with Col-0 wild type plants upon inoculation with *G. orontii*. Therefore, we sampled whole rosette leaves from wild type control and mutant plants at 0 (prior to inoculation), 8 and 12 hpi. These early time points were chosen to compare the transcriptional reprogramming events of both genotypes around the time of host cell penetration (Kuhn et al., 2016). 

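Whole rosette leaves of Col-0 and of the *mlo2 mlo6 mlo12* mutant were profiled on Affymetrix ATH1 arrays before inoculation (0 h) and at 8 and 12 hpi with *G. orontii*. Each of the 6 groups held 3 arrays (18 in all). Of the disrupted genes, *MLO6* (At1g61560) was paired with a probe set through Table S1A, whereas *MLO2* and *MLO12* were not named here. In Col-0, the log2 level of *MLO6* was 2.18 ± 0.00 (SD, n = 3) at 0 h, 2.24 ± 0.06 at 8 hpi and 3.29 ± 1.15 at 12 hpi. In the mutant it was 2.22 ± 0.07 at 0 h, 3.39 ± 0.81 at 8 hpi and 4.83 ± 1.41 at 12 hpi. No source used here places the *MLO6* probes against the disrupted part of the gene, so these levels do not check the genotype labels. The submitters' genotype entries for the 9 mutant samples count up in their last number, while the sample titles and the paper give *mlo2 mlo6 mlo12* for all 9, as was done here. The deposited values are log2 levels, with a value per probe set and array for 22810 probe sets. The submitters' processing notes name GCRMA without a version, while the paper's methods name the robust multiarray average procedure. Array medians lay between 3.92 and 4.46, and the lowest value was 2.18 on every array, so transcript levels below that value could not be ranked. The *mlo2 mlo6 mlo12* 0 h replicate 2 array had the lowest median, and the others lay between 4.17 and 4.46. From these values, a linear model with a mean for each group was fitted over all arrays with limma, and its moderated p-values were adjusted by Benjamini-Hochberg over the 22746 probe sets left without the 64 Affymetrix controls. Calls were made at an adjusted p under 0.05, and probe sets were also counted by the study's criteria (P of at most 0.05 and at least a 2-fold change). P was taken here without adjustment, whereas the paper's methods name a false discovery rate correction. Genes were named through the platform annotation, which pairs 13513 probe sets with 1 gene and 503 with several, or through Table S1A, which added 528 names. Another 8679 probe sets remained unnamed here. The copy of Table S1A used here holds 1061 rows, the top of a table sorted by the difference between genotypes at 8 hpi, so a gene named only through it was selected for being high in the mutant at that time. Nothing in the sources says that the samples of a group were grown separately, so the p-values measure only the spread between these samples, which may be technical. Without a mock-inoculated group, changes from 0 h also hold time of day and handling. The mean log2 difference between 3' and 5' control probe sets, a sign of RNA quality, lay between 2.27 and 2.79 at 0 h. On the 8 and 12 hpi arrays it lay between 2.73 and 4.28. In each genotype every later array lay above its 0 h arrays, so RNA quality was not separated from time. The number of arrays limits the precision of every value. With 3 against 3 independent arrays without ties, 10% of probe sets would separate fully by chance, and 5% would reach an unadjusted p under 0.05. Between the genotypes, 3.55% separated fully at 0 h, 5.46% at 8 hpi and 3.54% at 12 hpi. Against 0 h it was between 17.0% and 21.7%. Many probe sets tied at the lowest value, and same-numbered arrays of the genotypes deviated together. The share by chance is thus not known here, and full separation is given as a description only.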

At later time points—after fungal penetration of epidermal cells in susceptible Col-0—transcript patterns between mutant and wild type plants are likely to be different simply because of the differential developmental stage of the pathogen on the two genotypes.

Based on the comparative microarray analysis between genotypes we identified candidate genes with a statistically significant (*P* ≤ 0.05) and at least two-fold change (log_2_ 1-fold change) in transcript abundance in the *mlo2 mlo6 mlo12* mutant compared with Col-0 wild type plants in response to *G. orontii* challenge (Figure 2A, Table S1A). 

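At 8 hpi, *GSTU4* (At2g29460), which encodes a glutathione S-transferase, had a log2 level of 7.60 ± 1.29 (SD, n = 3) in the *mlo2 mlo6 mlo12* mutant and 3.94 ± 1.14 in Col-0. *PCR2* (At1g14870), named for plant cadmium resistance, was at 12.25 ± 0.44 in the mutant and 8.69 ± 2.55 in Col-0, on a probe set that can share signal with related genes. At 12 hpi, the glycosyltransferase gene *UGT71C3* (At1g07260) reached 5.20 ± 0.37 in the mutant and 2.70 ± 0.42 in Col-0. This is a log2 fold change of 2.50 (standard error 0.25, adjusted p = 0.0062 from limma with Benjamini-Hochberg adjustment), with all 3 mutant arrays above all 3 Col-0 arrays. *GSTU4* and *PCR2* were chosen by the study's criteria alone, with adjusted p = 0.881 and adjusted p = 0.7 from limma. By those criteria, 221 probe sets were higher and 84 were lower in the mutant at 8 hpi, and 96 were higher and 6 lower at 12 hpi. At an adjusted p under 0.05 from limma, 1 probe set was higher at 8 hpi (*At5g24980*) and 1 at 12 hpi (*UGT71C3*), and 0 were lower at either time, as also with an unmoderated linear model. At an unadjusted p under 0.05 stood 896 probe sets (3.94%) at 8 hpi and 263 (1.16%) at 12 hpi, in a test that takes no account of the pairing of same-numbered arrays. A fit to the arrays of each comparison alone gave 145 higher probe sets at 8 hpi and 53 at 12 hpi, and neither *At5g24980* nor *UGT71C3* passed in it. With the replicate number as a block within each time, a setting chosen after the data had been seen, 197 were lower at 8 hpi and 161 were higher at 12 hpi, and neither call remained. The planned block over all arrays left 0 calls at 8 hpi. With array weights, also chosen after the data had been seen, many more probe sets passed at the adjusted p at 8 hpi, 46.4% of them higher. More also passed at 12 hpi, all of them higher. Without Col-0 8 h replicate 1, 455 were higher and 392 lower at 8 hpi (11 and 30 at the adjusted p), and without *mlo2 mlo6 mlo12* 8 h replicate 3, 146 were lower (11 higher at the adjusted p). At the adjusted p, 3 were higher and 6 lower without Col-0 8 h replicate 2, 5 were lower without Col-0 8 h replicate 3, and 8 and 3 were higher without *mlo2 mlo6 mlo12* 8 h replicates 1 and 2. At 12 hpi, 43 were higher without Col-0 12 h replicate 2, 174 without Col-0 12 h replicate 3 and 55 without *mlo2 mlo6 mlo12* 12 h replicate 3. Lower at 12 hpi were 10 without Col-0 12 h replicate 1, 22 without Col-0 12 h replicate 3, and 17 and 3 without *mlo2 mlo6 mlo12* 12 h replicates 2 and 3. At the adjusted p, leaving out Col-0 12 h replicate 1, 2 or 3 gave 2, 1 or 2 higher and 3, 4 or 1 lower, and leaving out the mutant replicates gave 7, 6 or 5 higher.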

Based on these criteria, sets of 117 and 64 genes (representing 145 unique genes) exhibited elevated transcript levels in the *mlo2 mlo6 mlo12* mutant compared to the wild type at 8 and 12 hpi, respectively (Figure 2A, Table S1A). Thirty-six genes overlapped between both time points and 81 genes had higher transcript levels exclusively at 8 hpi, whereas only 28 genes showed enhanced transcript accumulation specific to the later time point (12 hpi; Figure 2A). These results indicate a more rapid and/or stronger transcriptional activation of comparatively few (145) genes in response to powdery mildew challenge in the *mlo2 mlo6 mlo12* mutant at early stages after *G. orontii* inoculation. 

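Some genes passed the study's criteria in the mutant against Col-0 at both times and others at a single time. *At4g16260*, which encodes a glucanase of family 17, had a log2 level of 5.97 ± 1.75 (SD, n = 3) in the mutant and 2.60 ± 0.66 in Col-0 at 8 hpi, and 8.93 ± 0.70 and 4.50 ± 2.28 at 12 hpi. *IGMT2* (At1g21120), an indole glucosinolate methyltransferase gene, was at 9.19 ± 0.40 in the mutant and 7.46 ± 0.68 in Col-0 at 8 hpi, but at 10.03 ± 0.50 and 9.68 ± 1.33 at 12 hpi. In all, 274 probe sets were higher in the mutant by the study's criteria at 8 hpi, 12 hpi or both. Of these, 178 passed at 8 hpi only, 53 at 12 hpi only and 43 at both times. The difference between the times was not tested. Same-numbered arrays of a genotype deviated together at 8 and 12 hpi, so the calls at these times are not independent. With the replicate number as a block within each time, chosen after the data had been seen, 79 passed at both times and 82 at 12 hpi only, and a fit to the groups of each comparison alone gave 17 at both times. Without Col-0 8 h replicate 1 the total was 503, with 403 at 8 hpi only. At 12 hpi only, 22 and 95 passed without Col-0 12 h replicates 2 and 3, and 85 and 27 without *mlo2 mlo6 mlo12* 12 h replicates 2 and 3. The overlap was 21 without Col-0 12 h replicate 2, 79 without Col-0 12 h replicate 3 and 28 without *mlo2 mlo6 mlo12* 12 h replicate 3. The paper reads its numbers of genes at each time as a faster or stronger activation of comparatively few genes in the mutant.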

Notably, only one gene, *At3g43250*; coding for an uncharacterized protein of 249 amino acids with a domain of unknown function (DUF572) and a putative role in cell cycle regulation, exhibited higher mRNA levels also in non-treated mutant plants at 0 h, suggesting that no major constitutive gene expression occurs in the unchallenged *mlo2 mlo6 mlo12* genotype (Figure 2A). 

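In leaves sampled before inoculation, the probe set that Table S1A pairs with *At3g43250* stood far higher in the mutant. Its log2 level was 10.66 ± 0.76 (SD, n = 3) in the mutant and 6.20 ± 1.37 in Col-0 at 0 h. The gap stayed open after inoculation, with 11.00 ± 0.40 against 7.12 ± 0.75 at 8 hpi and 11.78 ± 0.37 against 7.63 ± 0.41 at 12 hpi. The platform annotation pairs this probe set with another gene, *QQS* (At3g30720), an orphan gene of starch metabolism. The annotation pairs *At3g43250* with a probe set of its own, which lay at 2.18 ± 0.00 in both genotypes at 0 h, the lowest value of the arrays. At 0 h, the difference of the *QQS* probe set was a log2 fold change of 4.46 (standard error 0.61, adjusted p = 0.0448 from limma with Benjamini-Hochberg adjustment), and every mutant array lay above every Col-0 array. It missed the threshold in a fit to the 0 h groups alone (limma adjusted p = 1), with the replicate number as a block (limma adjusted p = 0.0886), as with an unmoderated linear model (adjusted p = 0.0646), without Col-0 0 h replicate 2 (adjusted p = 0.063) and without *mlo2 mlo6 mlo12* 0 h replicate 1 (adjusted p = 0.0731). At 8 and 12 hpi its limma adjusted p was 0.172 and 0.0929. Of all probe sets, 1 was higher and 3 were lower in the unchallenged mutant at an adjusted p under 0.05, and 6 and 26 passed the study's criteria. After quantile normalization 15 were higher and 24 lower, and after median centring 12 and 19. Without *mlo2 mlo6 mlo12* 0 h replicate 2, the array with the lowest median, 7 were higher and 10 lower (12 and 3 at the adjusted p). Without *mlo2 mlo6 mlo12* 0 h replicate 1 the counts by the study's criteria were 86 and 158, and without its replicate 3 they were 98 and 295. Without Col-0 0 h replicates 1, 2 and 3 they were 10 and 46, 13 and 40, and 23 and 107. At the adjusted p, 10 and 36 were higher without *mlo2 mlo6 mlo12* 0 h replicates 1 and 3, 9 were lower without the latter, and 14, 13 and 44 were lower without Col-0 0 h replicates 1, 2 and 3. As a block within each time, chosen after the data had been seen, the replicate number left 0 calls. With array weights, chosen then too, more probe sets passed at the adjusted p, and 80.6% of them were higher.

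**Figure D1:**
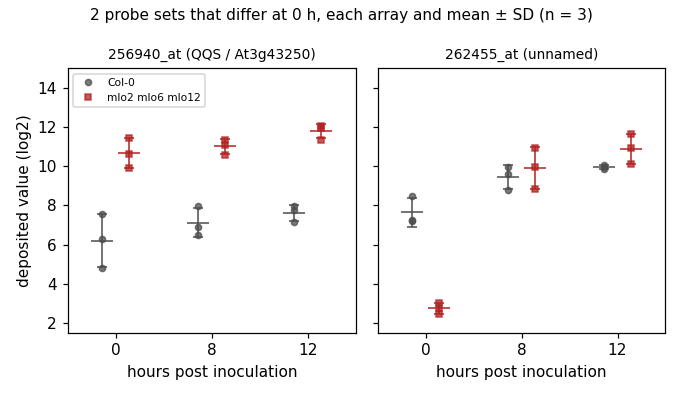
Deposited log2 level (vertical axis) of the *QQS* probe set and of an unnamed probe set in Col-0 (grey circles) and *mlo2 mlo6 mlo12* (red squares) at 0, 8 and 12 hours post inoculation (horizontal axis), with each array, the mean and SD bars (n = 3). Before inoculation the *QQS* probe set was higher in the mutant and the unnamed one lower, at 2.75 against 7.64 in Col-0.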

The latter result validates that the *mlo2 mlo6 mlo12* plants did not yet enter the phase of premature leaf senescence, which is characterized by a distinct expression profile in the unchallenged mutant (Consonni et al., 2010). In contrast to the total of 145 genes showing higher transcript abundance in *mlo2 mlo6 mlo12* vs. Col-0, only one gene (*At3g44735*; encoding PHYTOSULFOKINE 3 PRECURSOR (PSK3)) exhibited a statistically significant decrease in transcript levels in the triple mutant compared to the wild type upon challenge with *G. orontii* (Figure 2A, Table S1A). Thus, transcriptional activation rather than inhibition appears to dominate the response of *mlo2 mlo6 mlo12* mutant plants to *G. orontii* inoculation. 

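*WRKY6* (At1g62300), a transcription factor gene linked to senescence, was at a log2 level of 3.41 ± 0.32 (SD, n = 3) in the mutant and 3.03 ± 0.03 in Col-0 at 0 h. *SAG13* (At2g29350), an early senescence marker, was at 2.92 ± 0.12 and 2.81 ± 0.03, and *SAG29* (At5g13170) at 2.52 ± 0.44 and 2.26 ± 0.00. The levels of *SAG21* (At4g02380) varied most, with 11.00 ± 2.62 in the mutant and 10.89 ± 2.69 in Col-0. Of 11 senescence genes listed from background knowledge, these 4 were named here, and 0 passed limma's test between the genotypes at 0 h, over all probe sets or adjusted over the list alone. *WRKY6*, *SAG13* and *SAG29* had means below the lowest array median (3.92) in both genotypes, and *SAG21* spread widely. Neither the missing calls nor a lean of these genes thus says much of senescence. All 4 lay on the higher side in the mutant, with a median log2 fold change of 0.18. This median was 0.46 without *mlo2 mlo6 mlo12* 0 h replicate 2, a dimmer array, 0.28 without its replicate 3 and 0.31 without Col-0 0 h replicate 3, a check chosen after the medians had been seen. Of the whole array, 488 probe sets (2.15%) had an unadjusted p under 0.05 at 0 h. None of 3 photosynthesis genes, whose transcripts decline in senescing leaves, passed either, with a median of -0.09 at 0 h (-0.06 without Col-0 0 h replicate 3, and -0.00 and -0.19 without *mlo2 mlo6 mlo12* 0 h replicates 2 and 3). After median centring, the senescence median was 0.30 and the photosynthesis median 0.02, with all 3 photosynthesis genes on the higher side. After quantile normalization they were 0.28 and -0.04. The other listed genes were unnamed here, so the 0 h profile was read through few markers.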

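Several genes stood lower in the mutant after inoculation. At 8 hpi, *At3g16670* had a log2 level of 5.06 ± 1.02 (SD, n = 3) in the mutant and 7.19 ± 0.53 in Col-0, and *At5g01015* was at 7.06 ± 0.52 and 8.83 ± 0.87. At 12 hpi, *At3g10120* was at 3.78 ± 0.50 in the mutant and 4.82 ± 0.36 in Col-0. These genes were chosen by the study's criteria, and 0 passed limma's test, with an adjusted p of 0.543 for *At5g01015* and 1 for the other two. *PSK3* was not named here. *PSK4* (At3g49780), which encodes another phytosulfokine precursor, was at 7.76 ± 1.38 in the mutant and 6.51 ± 2.41 in Col-0 at 8 hpi (log2 fold change 1.25). Lower in the mutant by the study's criteria were 90 probe sets at 8 or 12 hpi, and 0 at both times. Without Col-0 8 h replicate 1 this number was 398, and without *mlo2 mlo6 mlo12* 8 h replicate 3 it was 151. A fit to the groups of each comparison alone gave 46, and the replicate number as a block within each time, chosen after the data had been seen, gave 208.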

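Genes of salicylic acid signaling leaned towards higher levels in the mutant at 8 hpi. Of 12 named genes of this pathway, 6 were higher and 0 lower by the study's criteria. Among them, the pathogenesis-related genes *PR1* (At2g14610) and *PR2* (At3g57260) were at log2 levels of 5.77 ± 1.90 (SD, n = 3) and 8.39 ± 0.61 in the mutant, and at 3.27 ± 0.04 and 6.38 ± 1.07 in Col-0. Of 4 touch and wounding genes, 3 were higher and 0 lower, led by the zinc finger gene *ZAT10* (At1g27730) with 8.22 ± 0.21 in the mutant and 6.38 ± 1.09 in Col-0. Of 11 genes of pattern-triggered immunity, 3 were higher and 0 lower. None of these genes passed limma's test between the genotypes at 8 hpi, where 3 touch genes and no gene of the other lists passed when adjusted over the list alone. Most members were named only through Table S1A, so they were selected for being high at 8 hpi. Over the whole array, 72.5% of the probe sets past the study's criteria at 8 hpi were higher in the mutant, and 94.1% at 12 hpi. The share at 8 hpi was 73.0% after quantile normalization and 74.8% after median centring. With array weights, chosen after the data had been seen, it was 55.3%.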

We therefore further concentrated on the 145 genes with elevated transcript levels in the triple mutant vs. Col-0. *In silico* meta-analysis using Genevestigator V3 (Hruz et al., 2008) indicated that these genes are predominantly induced in response to various pathogens and MAMPs (Figure 2B). By contrast, abiotic stresses, with the exception of osmotic stress and prolonged wounding, generally do not impact the transcript levels of these genes (Figure 2B). Functional classification of the corresponding gene products revealed induction of many transcripts encoding non-classified proteins (27%), followed by oxidoreductases (14%) and transferases (11%; Figure S2A). GO term analysis based on the PANTHER™ database (http://pantherdb.org) revealed a statistically significant overrepresentation of GO terms related to defense, representing 84 genes (Tables S1C, S2). Strikingly, inspection of the Genevestigator expression profiles unveiled that the same transcripts that showed early induction in the *mlo2 mlo6 mlo12* mutant accumulate at much later time points (starting at 72 hpi) in wild type plants inoculated with the adapted powdery mildews *G. orontii* and *G. cichoracearum* (Figure 2C). By contrast, inoculation of Arabidopsis with the non-adapted barley powdery mildew fungus *Bgh* induced transcript accumulation of these genes already at 12 hpi (Figure 2C), suggesting that upon infection by a virulent fungus their expression is either repressed or failed to be elicited during the early interaction—an effect that is overcome by the *mlo2 mlo6 mlo12* mutant.

**Figure 2:**
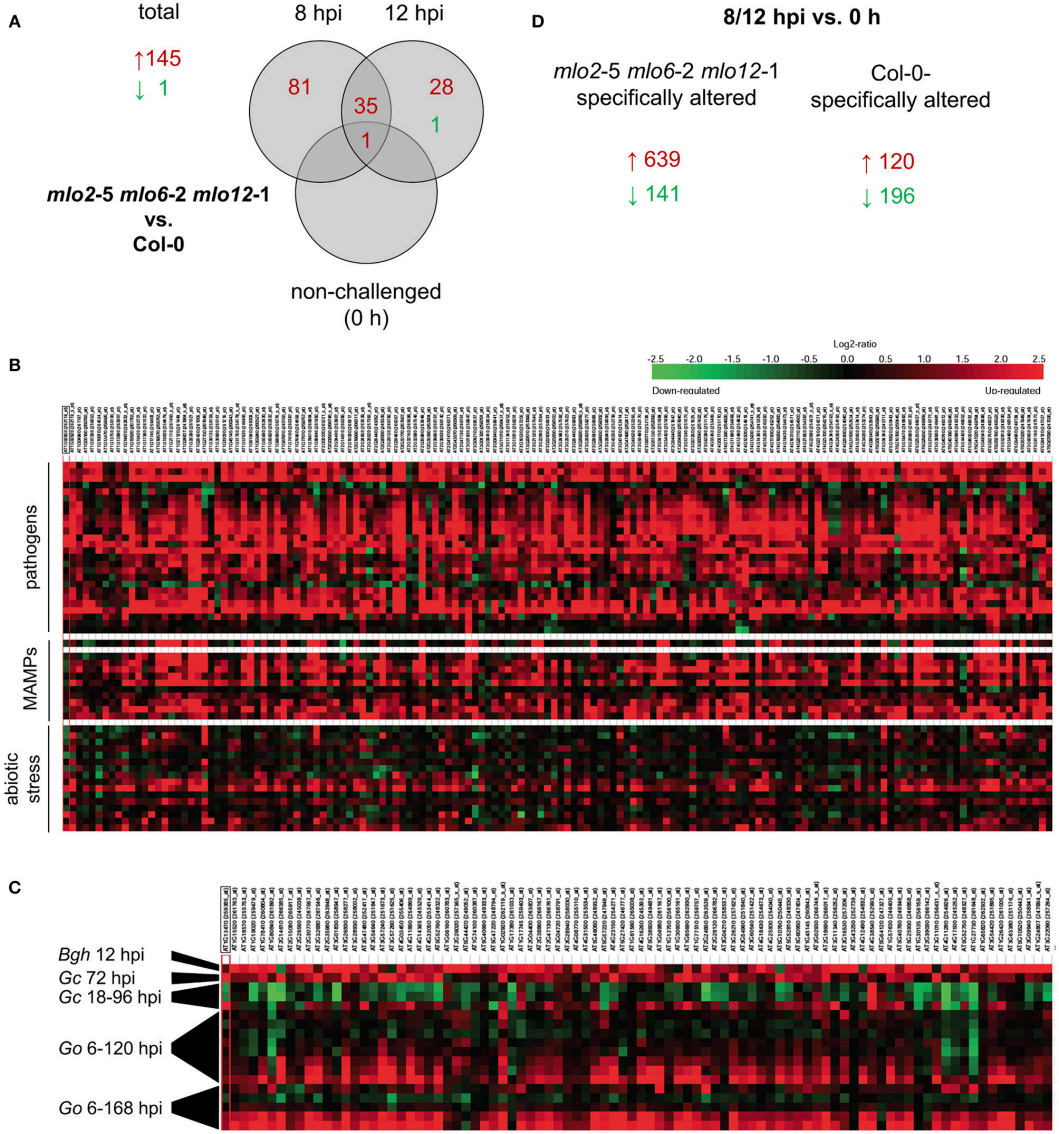
*mlo2 mlo6 mlo12* contributes to accelerated transcript accumulation of (defense) related genes during *G. orontii* infection. Four to five-week-old *mlo2-*5 *mlo6-*2 *mlo12*-1 and Col-0 plants were inoculated with *G. orontii* and sampled prior to inoculation (0 h, non-challenged) or at 8 and 12 hpi for comparative transcriptome analysis using the Affymetrix ATH1 GeneChip. All samples were analyzed in triplicate. **(A)** Total numbers of genes and Venn diagram displaying the number of genes with statistically significantly (*P* ≤ 0.05) increased (≥ 2-fold; red) or decreased (≤ 0.5-fold; green) transcript abundance in *mlo2 mlo6 mlo12* vs. Col-0 plants at the indicated time points after *G. orontii* challenge. **(B)** Heat map of relative expression of genes that were statistically significantly induced (≥ 2-fold; *P* ≤ 0.05) *in mlo2 mlo6 mlo12* vs. Col-0 in selected Genevestigator studies based on the displayed stimuli. **(C)** Heat map of relative expression of genes associated with defense-related GO terms that were statistically significantly induced (≥ 2-fold; *P* ≤ 0.05) *in mlo2 mlo6 mlo12* vs. Col-0 in powdery mildew-related Genevestigator studies (*Bgh, B. graminis* f.sp. *hordei*; *Go, G. orontii* (6, 12, 18, 24, 48, 72, 96, 120 hpi and 6, 24, 72, 120, 168 hpi); *Gc, G. cichoracearum* (18, 36, 96 hpi). **(D)** Number of genes with statistically significantly altered (≥ 2-fold (red) or ≤ 0.5-fold (green); *P* ≤ 0.05 *P* ≤ 0.05) transcript abundance in *mlo2 mlo6 mlo12* or Col-0 at 8 and/or 12 hpi vs. 0 h.

We further evaluated the microarray data with respect to statistically significant (*P* ≤ 0.05) alterations of transcript abundance over time within one genotype (no comparison to the other genotype). This type of analysis indicated that a greater number of genes were induced more than 2-fold upon inoculation in the *mlo2 mlo6 mlo12* mutant than in Col-0 at 8 hpi (394 vs. 90) or 12 hpi (396 vs. 44) compared to non-inoculated plants (0 h; Figure S2B). 

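Both genotypes changed many transcripts within 8 h, where time of day, handling and RNA quality were not separated from inoculation. *At4g16146* rose from a log2 level of 2.76 ± 0.30 (SD, n = 3) to 10.66 ± 1.14 in Col-0 and from 2.78 ± 0.53 to 10.86 ± 0.96 in the mutant at 8 hpi. *BCB* (At5g20230), which encodes a blue copper binding protein, rose from 2.63 ± 0.13 to 10.05 ± 1.30 and from 2.60 ± 0.33 to 11.23 ± 1.12. *At5g54130* fell from 11.36 ± 0.40 to 3.99 ± 0.31 in Col-0 and from 11.01 ± 0.26 to 3.85 ± 0.11 in the mutant. The log2 fold change of *At4g16146* was 7.90 in Col-0 (standard error 0.57, adjusted p = 3.39e-06 from limma with Benjamini-Hochberg adjustment) and 8.08 in the mutant (adjusted p = 2.9e-06), with every array at 8 hpi above every array at 0 h. Past the study's criteria, 1935 probe sets were higher in the mutant and 1222 in Col-0 at 8 hpi than at 0 h, and 1931 and 1235 at 12 hpi. At an adjusted p under 0.05, 1419 were higher and 778 lower in the mutant at 8 hpi, against 684 and 756 in Col-0. At 12 hpi, 1245 were higher and 627 lower in the mutant, against 688 and 680 in Col-0. The *mlo2 mlo6 mlo12* 0 h replicate 2 array was dimmer than all others, and without it 1372 probe sets were higher in the mutant at 8 hpi and 1382 at 12 hpi (917 and 800 at the adjusted p), against 1219 and 1246 in Col-0. At the adjusted p, 762 were higher and 348 lower in the mutant at 12 hpi without *mlo2 mlo6 mlo12* 12 h replicate 3, and 402 were lower without *mlo2 mlo6 mlo12* 0 h replicate 1. In Col-0, leaving out Col-0 0 h replicate 2 gave 429 higher and 473 lower at 8 hpi and 437 and 424 at 12 hpi, leaving out Col-0 12 h replicate 3 gave 373 and 346, and 443 and 454 were higher at 12 hpi without Col-0 0 h replicate 1 or Col-0 12 h replicate 1. From 0 h, the array medians shifted by 0.22 in the mutant and 0.14 in Col-0 at 8 hpi, and by 0.30 and 0.14 at 12 hpi (log2). The mutant shift holds 0 h replicate 2, with a median of 3.92 against 4.18 on both *mlo2 mlo6 mlo12* 0 h replicates 1 and 3. Part of the larger shift in the mutant thus went with that array. At the adjusted p, the share of higher probe sets in the mutant was 64.6% at 8 hpi and 66.5% at 12 hpi, but 50.6% and 48.8% after quantile normalization. With array weights, chosen after the data had been seen, it was 47.8% and 48.0%, against 54.1% and 49.8% in Col-0. After median centring, 8740 and 10007 were lower in the mutant, and 7056 and 8261 of them lay below the median of every array, so these counts hold the shift of the array medians. Fitted to the groups of each comparison alone, 208 were higher and 113 lower in the mutant at 8 hpi against 129 and 119 in Col-0, and 436 and 232 against 257 and 261 at 12 hpi. By the study's criteria it was 64.5% and 66.7%, then 51.1% and 51.3% after quantile normalization and 50.8% and 48.0% after median centring. In Col-0 the share at the limma adjusted p was 47.5% and 50.3%, then 46.0% and 48.8% after quantile normalization and 35.8% and 37.5% after median centring, with 1197 and 1137 lower.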

In total, 639 unique transcripts accumulated at one or both time points more than 2-fold in the triple mutant but not in the wild type, while 120 showed more than 2-fold higher abundance in Col-0 but not in the *mlo2 mlo6 mlo12* genotype (Figure 2D). 

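Several defense genes passed the study's criteria from 0 h at 8 hpi in the mutant and not in Col-0. *AACT1* (At5g61160), an acyltransferase gene, went from a log2 level of 2.22 ± 0.08 (SD, n = 3) to 6.13 ± 2.76 in the mutant, and from 2.18 ± 0.01 to 3.03 ± 1.43 in Col-0. *DIN11* (At3g49620), a dark-inducible oxidoreductase gene, rose from 3.37 ± 0.18 to 8.53 ± 2.57 in the mutant (log2 fold change 5.16, standard error 1.40, adjusted p = 0.0356 from limma with Benjamini-Hochberg adjustment, higher on 3 of 3 arrays) and went from 3.75 ± 0.57 to 5.12 ± 2.07 in Col-0 (adjusted p = 0.806). By 12 hpi both genes passed these criteria in Col-0 too. The difference between the genotypes in the change to 8 hpi was 3.06 for *AACT1* and 3.79 for *DIN11* (limma adjusted p = 1 for both). Over both times, 2514 probe sets were higher than at 0 h by the study's criteria in the mutant and 1603 in Col-0. Of these, 1431 passed in both genotypes, 1083 in the mutant only and 172 in Col-0 only. Among lower probe sets, 229 passed in the mutant only and 353 in Col-0 only. After quantile normalization, 572 were higher in the mutant only and 260 in Col-0 only, and after median centring 651 in the mutant only. Lower in the mutant only were then 501 and 483. With array weights, chosen after the data had been seen, slightly more were higher in Col-0 only than in the mutant only. Without *mlo2 mlo6 mlo12* 0 h replicate 2, 498 were higher in the mutant only, 321 in Col-0 only, and 402 were lower in the mutant only. The number higher in the mutant only was 1628 without *mlo2 mlo6 mlo12* 0 h replicate 3, and that in Col-0 only was 288 without Col-0 0 h replicate 3 and 343 without Col-0 8 h replicate 1. With the replicate number as a block, *AACT1* rose in the mutant at 8 hpi (limma adjusted p = 0.0332), as also without the dim probe sets (0.0346), after median centring (0.0391) and without *mlo2 mlo6 mlo12* 8 h replicate 2 (0.0243). The rise of *DIN11* missed the threshold in a fit to its groups alone (limma adjusted p = 0.227), without *mlo2 mlo6 mlo12* 0 h replicate 1, 2 or 3 (0.0782, 0.0933 or 0.0745) and without *mlo2 mlo6 mlo12* 8 h replicate 1 (0.13).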

Since the differences in transcript levels between wild type and mutant are comparatively small, the majority of these differentially expressed genes were not identified in our more stringent analysis described above (at least 2-fold difference in transcript abundance between genotypes).

Together these data indicate an accelerated responsiveness of genes related to defense in the *mlo2 mlo6 mlo12* mutant upon *G. orontii* challenge. While comparatively few genes (145) exhibit a strong (more than 2-fold) difference in transcript levels between *mlo2 mlo6 mlo12* and Col-0, many more (639) show a minor but mutant-specific increase of mRNA abundance.

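Probe sets that passed the study's criteria in the mutant only had, at 8 hpi, a median log2 change from 0 h of 1.12 in the mutant and 0.55 in Col-0. At 12 hpi the median in Col-0 was 0.56. These probe sets were selected for passing in the mutant and missing in Col-0, so a larger median in the mutant follows from the selection, and their number was 1083, or 498 without *mlo2 mlo6 mlo12* 0 h replicate 2. Of these probe sets, 144 gained at least 2-fold in Col-0 too, at an unadjusted p over 0.05, and 88 also passed between the genotypes. *TAT3* (At2g24850), a tyrosine aminotransferase gene that responds to jasmonate, rose in both genotypes at 8 hpi, from 3.24 ± 0.12 (SD, n = 3) to 10.52 ± 0.20 in the mutant and from 3.13 ± 0.03 to 7.84 ± 0.59 in Col-0. Its rise was larger in the mutant by a log2 fold change of 2.57, which did not pass (adjusted p = 1 from limma). Probe sets higher in both genotypes had median changes of 2.01 in the mutant and 1.58 in Col-0 at 8 hpi. The difference between the genotypes in the change from 0 h was tested directly with limma, and 0 probe sets passed at an adjusted p under 0.05 at either time, as also with an unmoderated linear model. At an unadjusted p under 0.05 stood 519 probe sets (2.28%) at 8 hpi and 356 (1.57%) at 12 hpi, and by the study's criteria 172 were higher and 18 lower at 8 hpi and 115 and 4 at 12 hpi. Leaving out the 40% of probe sets with the lowest means gave 1 higher at each time, and quantile normalization 1 at 12 hpi. Without *mlo2 mlo6 mlo12* 0 h replicate 2, 7 were lower at each time. Leaving out Col-0 0 h replicate 3 gave 17 and 16 higher, and *mlo2 mlo6 mlo12* 0 h replicate 3 gave 22 lower at each time. Each other array that moved these counts gave between 1 and 9 probe sets in a direction.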

### Transcript levels of JA/ET-responsive genes increase more rapidly in the *mlo2 mlo6 mlo12* mutant upon powdery mildew challenge

Besides GO terms related to defense, we found JA- and ET-associated GO terms significantly overrepresented among induced transcripts in the *mlo2 mlo6 mlo12* triple mutant after *G. orontii* inoculation (Table S2). By detailed manual inspection of the transcriptomic data we identified genes previously described to be involved in or induced by the JA/ET signaling pathways (Table 1). These include genes encoding members of the APETALA2/ETHYLENE RESPONSE FACTOR (AP2/ERF)-domain transcription factor family (*OCTADECANOID-RESPONSIVE ARABIDOPSIS AP2/ERF 59* (*ORA59*; *At1g06160), ERF1* (*At4g17500*), and *ERF2* (*At5g47220*); (Pré et al., 2008), prominent JA/ET marker genes encoding the plant defensins PDF1.2a (At5g44420) and PDF1.2b (At2g26020; Penninckx et al., 1996, 1998), and further genes known to be induced in wild type plants upon treatment with JA and/or ET (Table 1). 

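At 8 hpi, transcription factor genes that the paper lists with JA and ET signaling had higher mean levels in the mutant. *ORA59* (At1g06160) was at a log2 level of 7.31 ± 1.19 (SD, n = 3) in the mutant and 5.41 ± 1.96 in Col-0, *ERF1* (At4g17500) at 6.24 ± 0.98 and 4.99 ± 1.15, and *ERF2* (At5g47220) at 8.16 ± 0.67 and 6.45 ± 1.36. At 12 hpi, *ERF1* was at 8.71 ± 0.20 in the mutant and 7.07 ± 1.00 in Col-0, and *ERF2* at 10.09 ± 0.49 and 8.94 ± 0.52. The defensin gene *PDF1.2a* differed most among the plotted genes at 12 hpi, with 12.55 ± 0.34 in the mutant and 9.47 ± 0.48 in Col-0. The log2 fold change of *PDF1.2a* between the genotypes was 2.83 at 8 hpi (standard error 0.62, adjusted p = 0.343 from limma with Benjamini-Hochberg adjustment) and 3.08 at 12 hpi (adjusted p = 0.715). At both times all 3 mutant arrays lay above all 3 Col-0 arrays. Over the whole array, the genotypes separated fully, in either direction, for 5.46% of probe sets at 8 hpi and 3.54% at 12 hpi. *PDF1.2b* had log2 fold changes of 2.88 (limma adjusted p = 0.938) and 3.41 (adjusted p = 1) on a probe set that can share signal with related genes. For *ORA59* the fold changes were 1.90 and 2.02, for *ERF1* 1.25 and 1.64, and for *ERF2* 1.71 and 1.15, with limma adjusted p between 0.95 and 1 and standard errors between 0.58 and 0.83. At 8 hpi the arrays of these 3 genes overlapped between the genotypes, whereas at 12 hpi they did not. Over all probe sets, same-numbered arrays of the genotypes deviated together at 8 hpi (correlations of 0.65 to 0.84). Overlap of arrays taken without this pairing therefore does not show that the pairs disagreed. With array weights, chosen after the data had been seen, *PDF1.2a* passed at 8 hpi (limma adjusted p = 0.0154) and 12 hpi (0.011), and *PDF1.2b* at 12 hpi (0.0448).

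**Figure D2:**
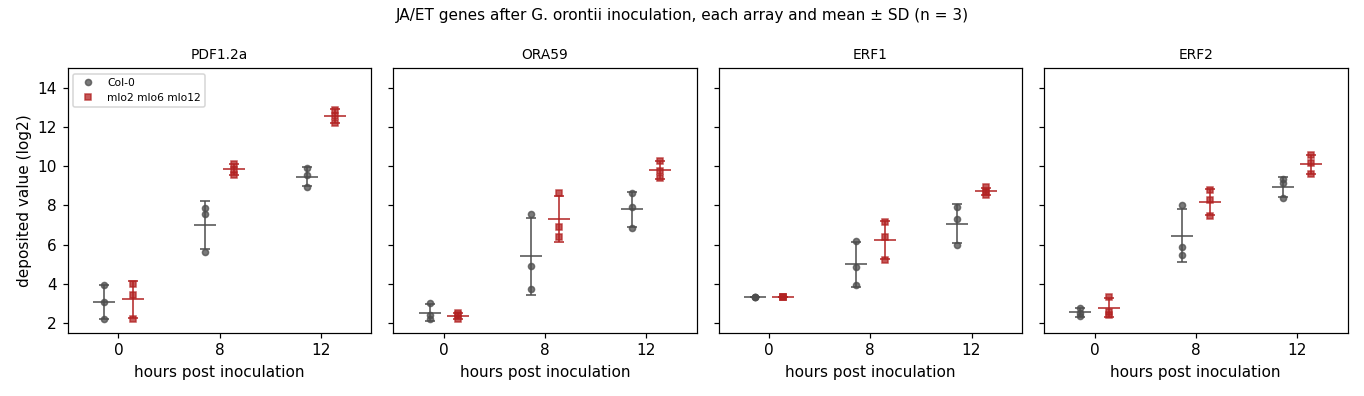
Deposited log2 level (vertical axis) of *PDF1.2a*, *ORA59*, *ERF1* and *ERF2* in Col-0 (grey circles) and *mlo2 mlo6 mlo12* (red squares) at 0, 8 and 12 hours post inoculation (horizontal axis), with each array, the mean and SD bars (n = 3). At 12 hpi, *ORA59* was at 9.81 in the mutant and 7.79 in Col-0.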

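Of the 29 JA- and ET-responsive genes of Table 1, 26 were named here, and all 26 lay on the higher side in the mutant at 8 and at 12 hpi, with median log2 fold changes of 1.75 and 1.61. *PR4* (At3g04720), which encodes a chitin-binding protein, had a fold change of 2.68 at 8 hpi (standard error 0.77, adjusted p = 0.84 from limma) and 1.91 at 12 hpi (adjusted p = 1). At an adjusted p under 0.05 over all probe sets, 0 of the 26 genes passed at 8 hpi and 1 at 12 hpi. Adjusted over the list alone, 16 and 17 passed, which is no independent evidence because the study chose the list on these samples. Among 11 named genes of the ethylene and ERF branch, listed from background knowledge, 0 passed at either time and 4 and 2 passed when adjusted over the list alone. For both lists, most names came from Table S1A, so those members were selected for being high at 8 hpi. A set test with limma's camera, run over the 12 Table 1 genes that the platform annotation names, gave adjusted p = 1.7e-19 at 8 hpi and 8.8e-51 at 12 hpi (0.00469 and 7.9e-05 with an estimated correlation), which restates that choice of the list on these samples. Over 3 genes of the ethylene and ERF branch, of which *PDF1.2a* and *PDF1.2b* are also among those 12, it gave limma adjusted p = 5.7e-05 and 1.9e-08 (0.00469 and 0.000396 with an estimated correlation), so the 2 results are not independent. At 0 h neither list passed (limma adjusted p = 0.574 for both), with a median of -0.00 for Table 1. Of 3 named genes of JA synthesis and the *MYC2* branch, 1 passed at each time when adjusted over the list alone.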

Differential transcript accumulation of these genes suggests an increased JA/ET signaling activity in *mlo2 mlo6 mlo12* mutant plants early upon *G. orontii* challenge. We tested this hypothesis experimentally with a focus on *PDF1.2a* and *PDF1.2b* (here collectively referred to as *PDF1.2*) expression. First, we aimed to confirm the elevated *PDF1.2* transcript levels in the *mlo2 mlo6 mlo12* mutant using qRT-PCR in a time-course experiment after *G. orontii* challenge (0, 4, 8, 12, and 24 hpi; Figure 3). In contrast to previously published results obtained with the powdery mildew pathogen *G. cichoracearum* (Zimmerli et al., 2004) but in accordance with our microarray data, *PDF1.2* mRNA abundance was strongly induced in Col-0 wild type plants upon challenge with *G. orontii* (Figure 3; Figures S3A,B). 

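In Col-0, both defensin genes rose steeply after inoculation. *PDF1.2a* (At5g44420) went from a log2 level of 3.06 ± 0.88 (SD, n = 3) at 0 h to 7.00 ± 1.21 at 8 hpi, a log2 fold change of 3.95 (standard error 0.62, adjusted p = 0.00188 from limma with Benjamini-Hochberg adjustment). By 12 hpi its fold change was 6.41 (limma adjusted p = 5.11e-05). *PDF1.2b* (At2g26020) went from 2.80 ± 0.95 to 7.36 ± 1.21 at 8 hpi and 10.14 ± 1.04 at 12 hpi, with fold changes of 4.56 (limma adjusted p = 0.0124) and 7.34 (adjusted p = 0.000567). For both genes, all 3 Col-0 arrays at each time lay above all 3 at 0 h. In the mutant, *PDF1.2a* rose by 6.63 at 8 hpi (limma adjusted p = 2.78e-05) and by 9.35 at 12 hpi (adjusted p = 2e-06). The difference between the genotypes in this change was 2.69 at 8 hpi and 2.94 at 12 hpi (standard error 0.87, limma adjusted p = 1 at both times). Of the 26 named genes of Table 1, 11 rose in Col-0 at 8 hpi and 17 at 12 hpi (14 and 23 adjusted over the list alone), and 22 and 26 in the mutant (24 and 26). In Col-0 at 8 hpi, camera gave limma adjusted p = 2.6e-05 for the annotated members of that list, but adjusted p = 0.0983 with an estimated correlation. Fitted to its groups alone, the rise in Col-0 at 8 hpi missed the threshold for *PDF1.2a* (limma adjusted p = 0.154) and *PDF1.2b* (0.124). For *PDF1.2b* it also did so without Col-0 0 h replicate 1 (0.052) and without Col-0 8 h replicate 1 (0.0529).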

*PDF1.2* transcript levels increased from 8 hpi onwards, peaked at 12 hpi, and were still considerably above background levels at 24 hpi. The *mlo2 mlo6 mlo12* triple mutant exhibited a similar kinetic of *PDF1.2* mRNA accumulation, but revealed markedly higher *PDF1.2* mRNA levels at all three time points (8, 12, and 24 hpi) compared to Col-0 wild type plants (Figure 3; Figures S3A,B). Following challenge with non-adapted *Bgh*, Col-0 wild type plants showed a moderate increase of *PDF1.2* transcript accumulation at 24 hpi, which is consistent with previous data (Zimmerli et al., 2004). Resembling the results obtained with *G. orontii*, this increase was statistically significantly higher in the *mlo2 mlo6 mlo12* mutant compared to Col-0 (Figure S4; compare to Figure 3).

**Table 1:** Transcript levels of JA/ET-responsive genes are elevated in *mlo2 mlo6 mlo12* mutant plants in response to inoculation with the powdery mildew fungus *G. orontii*.

**Arabidopsis Genome ID**	**Gene annotation and putative function of encoded protein**	**Fold change** ***mlo2 mlo6 mlo12*****/Col-0** ***G. orontii***		**Induction of gene expression in Col-0 in response to** ^a^	
		**8 hpi**	**12 hpi**	**JA**	**JA + ET**
*AT5G44420*	*PDF1.2a* (Plant Defensin 1.2a)	5.0	6.3	yes	yes
*AT5G61160*	*AACT1* (Anthocyanin-5-Aromatic Acyltransferase 1)	4.9	6.2	yes	yes
*AT3G49620*	*DIN11* (Dark Inducible 11)	4.7	7.3	yes	yes
*AT3G04720*	*PR4* (Pathogenesis-Related Protein 4)	4.3	2.8	-	yes
*AT4G16260*	Glycosyl hydrolase family 17 protein	4.0	5.8	-	yes
*AT2G26020*	*PDF1.2b* (Plant Defensin 1.2b)	3.9	7.1	yes	yes
*AT2G26560*	*PLP2* (Phospholipase A 2A)	3.5	-	yes	yes
*AT1G67810*	Fe-S metabolism associated domain-containing protein	3.5	2.7	-	yes
*AT3G16530*	Lectin like protein	3.2	2.2	yes	yes
*AT1G26380*	FAD-binding domain-containing protein	2.9	-	yes	yes
*AT5G25250*	Unknown protein	2.8	2.2	-	yes
*AT1G17745*	*PGDH* (3-Phosphoglycerate Dehydrogenase)	2.7	2.5	yes	yes
*AT3G28930*	*AIG2*, avrRpt2-induced gene	2.6	1.7	yes	yes
*AT2G38860*	Protease I (pfpI)-like protein YLS5	2.5	2.0	-	yes
*AT1G06160*	*ORA59* (AP2/ERF domain transcription factor)	2.4	2.8	-	yes
*AT1G02920*	*GST7* (Glutathione-S-Transferase 7)	2.4	-	yes	yes
*AT2G04400*	*IGPS* (Indole-3-Glycerol Phosphate Synthase)	2.3	2.0	-	yes
*AT5G47220*	*ERF2* (AP2/ERF domain transcription factor)	2.2	1.9	yes^b^	yes^b^
*AT5G10520*	*RBK1* (ROP binding protein kinases 1)	-	3.8	-	yes
*AT1G30135*	*JAZ8* (Jasmonate-Zim-domain protein 8)	-	2.7	yes^b^	-^b^
*AT1G07260*	*UGT71C3* (UDP-glycosyltransferase 71C3)	1.3	2.6	-	yes
*AT4G08770*	Peroxidase, putative	1.7	2.6	yes	yes
*AT4G24350*	Phosphorylase family protein	-	2.3	yes	yes
*AT1G51760*	*JR3* (Jasmonic Acid Responsive 3)	-	2.3	yes^b^	-^b^
*AT4G17500*	*ERF1* (AP2/ERF domain transcription factor 1)	-	2.2	yes^b^	yes^b^
*AT4G24340*	Phosphorylase family protein	-	2.3	yes	yes
*AT5G54960*	*PDC2* (Pyruvate Decarboxylase 2)	-	2.2	-	yes
*AT1G17380*	*JAZ5* (Jasmonate-Zim-domain protein 5)	-	2.2	yes^b^	-^b^
*AT4G34200*	*EDA9* (Embryo Sac Development Arrest 9)	-	2.0	yes	yes

a *Genes induced in Col-0 wild type plants after treatment with JA or JA and ET (Pré et al., 2008)*.

b *These genes were characterized using Genevestigator V3 (Hruz et al., 2008)*.

*Genes were identified by comparative transcriptome analysis upon G. orontii challenge and manually selected from candidate genes with a statistically significant (P ≤ 0.05) and at least two-fold change in transcript abundance in the mlo2-5 mlo6-2 mlo12-1 mutant compared with Col-0 wild type (Table S1). This gene selection was compared with published expression data from Col-0 plants treated with JA or JA and ET*.

**Figure 3:**
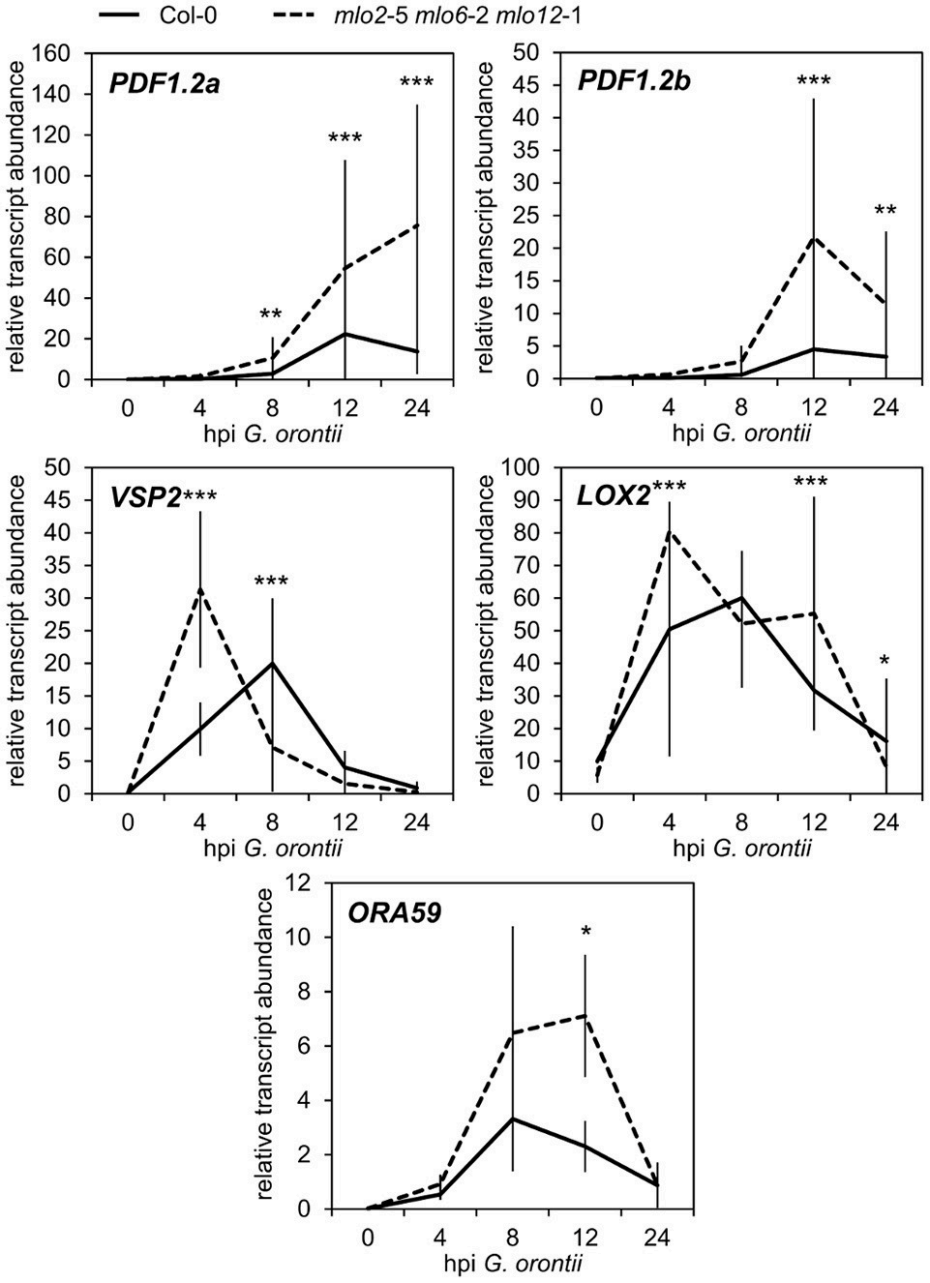
Transcripts of JA-responsive genes accumulate more rapidly and to higher levels in *mlo2 mlo6 mlo12* vs. Col-0 after inoculation with *G. orontii*. qRT-PCR analysis of *PDF1.2a, PDF1.2b, VSP2, LOX2* and *ORA59* transcripts in leaves of 4–5-week-old Col-0 (solid line) and *mlo2 mlo6 mlo12* (dashed line) plants inoculated with *G. orontii* and sampled prior to inoculation (0 h) or at 4, 8, 12, and 24 hpi. Gene expression was normalized to the transcript levels of the reference gene *At4g26420*. Means ± SE of two independent biological replicates are shown. Asterisks indicate a statistically significant difference from Col-0 (^***^P ≤ 0.01, ^**^P ≤ 0.01, ^*^P ≤ 0.05, GLM).

In addition to *PDF1.2*, also the genes *VEGETATIVE STORAGE PROTEIN 2* (*VSP2*; *At5g24770*) and *LIPOXYGENASE 2* (*LOX2*; *At3g45140*) are generally highly expressed in response to JA signaling activity (Bell and Mullet, 1993; Benedetti et al., 1995). Therefore, we analyzed the effect of *G. orontii* inoculation on the transcript levels of these additional two JA marker genes in *mlo2 mlo6 mlo12* mutant plants. mRNA abundance of both *VSP2* and *LOX2* quickly and transiently increased in wild type and *mlo2 mlo6 mlo12* mutant plants upon challenge with *G. orontii* and peaked at 4–8 hpi (Figure 3; Figures S3C,D). Similar to *PDF1.2*, transcript levels of *VSP2* and *LOX2* were higher in the *mlo2 mlo6 mlo12* mutant (starting at 4 hpi) compared to wild type upon *G. orontii* inoculation. However, mRNA abundance of these two genes was similar for Col-0 and *mlo2 mlo6 mlo12* at later time points and therefore followed a different pattern than *PDF1.2*.

The AP2/ERF transcription factor ORA59, which was transcriptionally induced in *mlo2 mlo6 mlo12* upon infection by *G. orontii* (Table 1), acts as a master regulator of JA/ET signaling by integrating both pathways (reviewed in Pieterse et al., 2009). 

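*ORA59* rose in the mutant after inoculation, by a log2 fold change of 4.94 at 8 hpi (standard error 0.83, adjusted p = 0.00238 from limma with Benjamini-Hochberg adjustment) and 7.44 at 12 hpi (adjusted p = 0.000144). Before inoculation it was at a log2 level of 2.37 ± 0.15 (SD, n = 3) in the mutant and 2.53 ± 0.42 in Col-0. In Col-0 it changed by 2.88 at 8 hpi, which did not pass (limma adjusted p = 0.0633), and rose by 5.26 at 12 hpi (adjusted p = 0.00213). In each genotype and at each time, all 3 arrays lay above all 3 arrays at 0 h. The difference between the genotypes in the change from 0 h was 2.06 at 8 hpi and 2.18 at 12 hpi (standard error 1.18, limma adjusted p = 1 at both times). The change of *ORA59* in Col-0 at 8 hpi passed with the replicate number as a block (limma adjusted p = 0.0354), without the dim probe sets (0.0219) and without Col-0 8 h replicate 2 (0.0216). Its rise in the mutant at 8 hpi missed the threshold in a fit to its groups alone (limma adjusted p = 0.0608).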

ORA59 is required for JA- and ET-induced transcription of *PDF1.2*, and, together with ERF1, activates the expression of genes related to biosynthesis of Trp and Trp-derived indolic compounds [Lorenzo et al., 2003; Pré et al., 2008 (Supplemental Table 1)]. Analysis of *ORA59* transcript abundance by qRT-PCR confirmed that the gene was induced in both, Col-0 and *mlo2 mlo6 mlo12* plants, upon *G. orontii* infection. In contrast to *PDF1.2, VSP2*, and *LOX2, ORA59* mRNA levels reached statistically significantly (*P* ≤ 0.05) higher levels in mutant than in wild type plants only at later time points (12 hpi) during infection (Figure 3, Figure S3E). Taken together, the different expression patterns of these genes suggest that distinct factors contribute to their regulation in the context of powdery mildew challenge.

### ORA59 is dispensable for *mlo2 mlo6 mlo12*-mediated resistance

As mentioned above, ORA59 strongly contributes to expression of JA/ET-responsive genes in the context of Col-0 wild type plants. To test whether ORA59 is required for *mlo*-mediated resistance, we quantified penetration success of *G. orontii* on the *mlo2 ora59* double mutant. In contrast to other mutants of JA/ET signaling components (Consonni et al., 2006), mutation of *ORA59* in an *mlo2* background increased host cell entry of the virulent fungus from ca. 40 to ca. 60% (Figure 4A). However, additional mutation of *mlo6* and *mlo12* abrogated this effect (Figure 4B). Moreover, mutation or overexpression of *ORA59* in a wild type background did not impact susceptibility against *G. orontii* (Figure 4C, Figure S5). In conclusion, *ORA59* does not generally contribute to basal resistance of wild type plants against *G. orontii*. Still, contribution of ORA59 to *mlo2*-mediated resistance of Arabidopsis against *G. orontii* suggests a protective effect of JA/ET signaling in plants lacking MLO2. However, although JA/ET-responsive genes are more rapidly induced in *mlo2 mlo6 mlo12* vs. wild type plants (Table 1 and Table S2), this requirement is overcome by the *mlo* triple mutant. This fact suggests that increased abundance of typically ORA59-dependent transcripts such as *PDF1.2* is not critical for *mlo2 mlo6 mlo12*-mediated penetration resistance.

**Figure 4:**
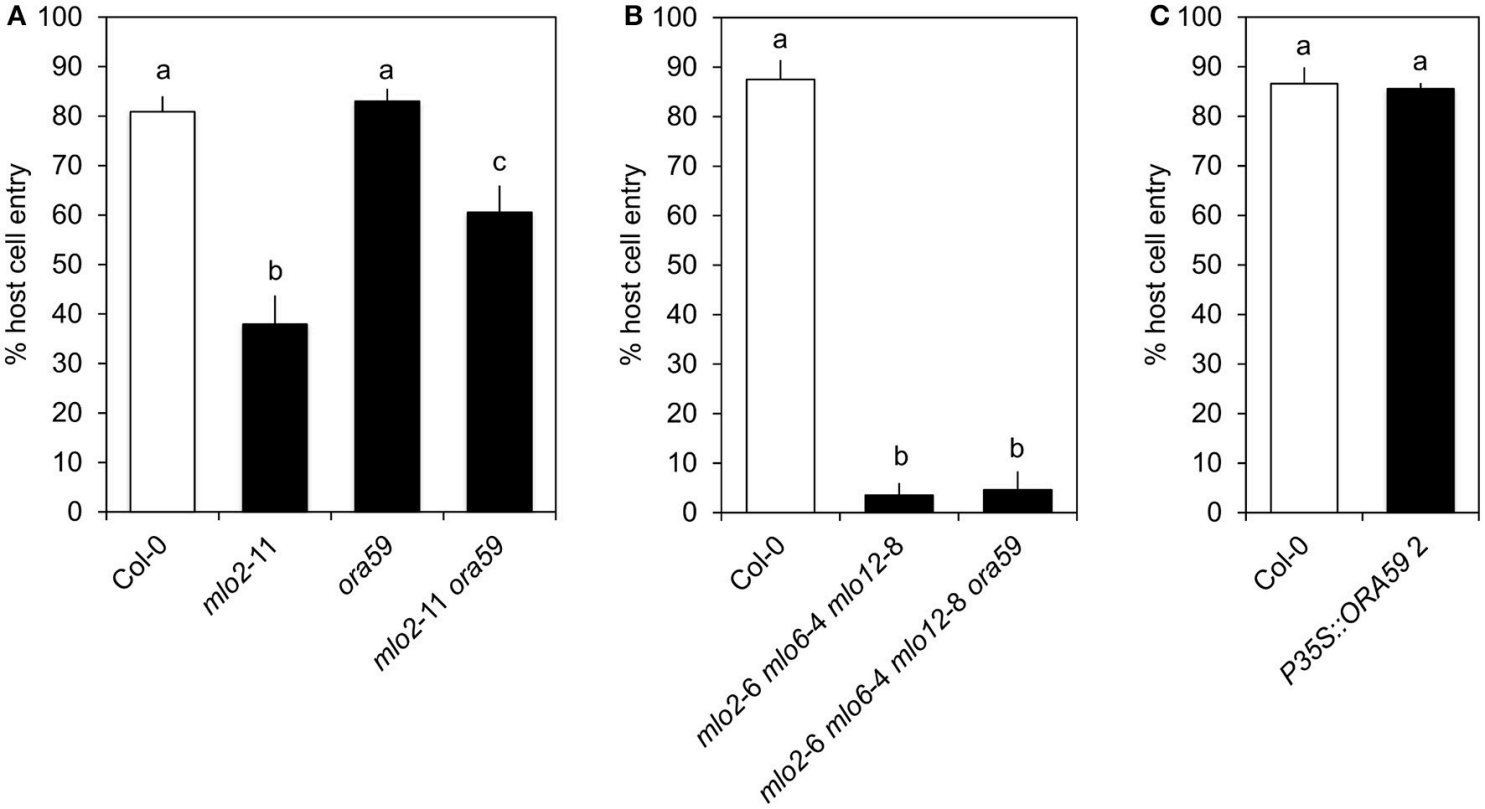
*ORA59* contributes to *mlo2*- but is not required for *mlo2 mlo6 mlo12*-mediated resistance against *G. orontii*. Four to five-week-old plants of indicated genotypes were inoculated with *G. orontii* and % host cell entry was evaluated at 48 hpi. Data represent means of 5 **(A)** or 3 **(B,C)** independent biological replicates ± SE and five plants/biological replicate. Distinct lower-case letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

### The more rapid accumulation of *PDF1.2* transcripts in *mlo2 mlo6 mlo12* is not due to an open chromatin state of the *PDF1.2* promoters

An enhanced induction of gene expression after a pathogen stimulus is also a hallmark of defense priming associated with systemic acquired resistance (SAR; Mur et al., 1996; Kohler et al., 2002; Beckers et al., 2009). This phenomenon correlates with histone modifications that are associated with increased accessibility of the respective defense gene promoters (Jaskiewicz et al., 2011). To investigate whether *mlo2 mlo6 mlo12* mutant plants are constitutively primed for intense expression of JA/ET-related genes, we tested promoter accessibility of *PDF1.2* in naïve, unchallenged plants by formaldehyde-assisted isolation of regulatory elements (FAIRE). The relative enrichment of promoter-localized amplicons of both genes (*PDF1.2a* and *PDF1.2b*) in crosslinked and non-crosslinked samples from two distinct *mlo2 mlo6 mlo12* mutant allele combinations did not differ from wild type (Figure S6). This finding suggests that the *cis*-regulatory chromatin regions of *PDF1.2* have similar nucleosome density in *mlo2 mlo6 mlo12* and Col-0 plants. Consequently, the early *PDF1.2* transcript accumulation observed for *mlo2 mlo6 mlo12* compared with Col-0 plants seems not to be due to increased accessibility of the respective promoters.

### Col-0 and *mlo2 mlo6 mlo12* plants exhibit similar JA, ET, and salicylic acid (SA) levels upon challenge with *G. orontii*

As our microarray data revealed an overrepresentation of JA/ET-responsive genes in the *mlo2 mlo6 mlo12* triple mutant after *G. orontii* inoculation, we next assessed if levels of JA and ET were altered in the mutant compared to the Col-0 wild type during fungal penetration (12 hpi). ET accumulation was unaltered in both genotypes (Figure 5), and also JA concentrations were low in wild type and mutant plants with or without powdery mildew or mock inoculation with no statistically significant differences. By contrast, treatment with the necrosis- and ethylene-inducing peptide 1 (Nep1)-like protein (NLP) epitope nlp24 (Oome et al., 2014) or wounding of leaves caused accumulation of ET and JA, respectively (Figure 5). In summary, the data suggest that JA and ET levels are not differentially altered in *mlo2 mlo6 mlo12* mutant and Col-0 wild type plants in response to *G. orontii*.

**Figure 5:**
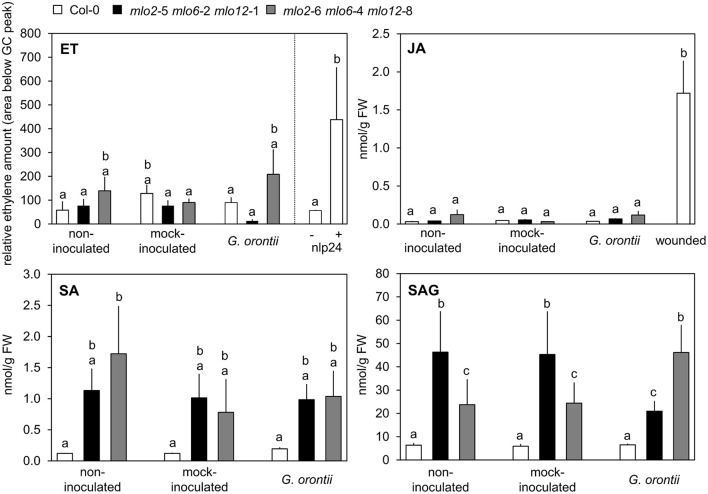
Levels of defense hormones are not differentially impacted by *G. orontii* inoculation in *mlo2 mlo6 mlo12* vs. Col-0 but SA accumulates in *mlo2 mlo6 mlo12* independently of an infection. Five to six-week-old plants of indicated genotypes were leaf-to-leaf inoculated with *G. orontii*, mock-inoculated, treated with 1 μM nlp24 (ET), wounded (JA), or kept as non-inoculated control plants. At 12 hpi, 3 h post nlp24 treatment or 30 min after wounding leaves were sampled and hormones were measured by GC (ET) or HPLC-MS/MS (JA, SA, SAG). Data represent means of 2 (ET) or 6 (JA, SA, SAG) biological replicates +/− SE. Distinct lower-case letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

In addition to a well-described antagonistic action of SA on JA signaling, evidence accumulates that moderately enhanced SA levels can also act synergistically on expression of JA-responsive genes in Arabidopsis (Mur et al., 2006; Liu et al., 2016). *mlo2 mlo6 mlo12* mutants show a developmentally controlled increase in SA levels starting at approximately 6 weeks after sowing (Consonni et al., 2006). However, accumulation of SA in Arabidopsis *mlo* mutants in response to powdery mildew infection has not been assessed yet. To investigate whether powdery mildew infection is able to further raise SA levels in *mlo2 mlo6 mlo12* mutants we determined SA abundance in 5 to 6-week-old plants following challenge with *G. orontii* (12 hpi; Figure 5). We noted an increased accumulation of free and conjugated SA (the storage form salicylic acid beta-glucoside (SAG)) in *mlo2 mlo6 mlo12* mutants compared to Col-0 at this time point. Nevertheless, *G. orontii* inoculation failed to further heighten SA and/or SAG levels (Figure 5). This excludes a promoting effect of SA on the infection-specific early expression of JA/ET-responsive genes in *mlo2 mlo6 mlo12*.

### Transcript levels of indole metabolite biosynthesis genes are induced to higher levels in the *mlo2 mlo6 mlo12* mutant upon powdery mildew challenge

Besides GO terms related to JA/ET signaling, also indole glucosinolate biosynthesis-associated terms were significantly overrepresented among genes that were induced in *mlo2 mlo6 mlo12* vs. wild type (Table 2). Detailed analysis revealed that mRNAs of several genes encoding Trp biosynthetic and metabolic enzymes hyper-accumulated in the *mlo2 mlo6 mlo12* mutant upon inoculation with *G. orontii* (Table 2, Figure 6). 

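Transcripts of all 5 named genes of tryptophan synthesis rose from 0 h in the mutant. *ASA1* (At5g05730), which encodes a subunit of anthranilate synthase, was at a log2 level of 10.42 ± 0.30 (SD, n = 3) in the mutant and 9.53 ± 0.35 in Col-0 at 8 hpi. *IGMT3* (At1g21110), for indole glucosinolate methylation, was at 6.56 ± 0.40 and 3.78 ± 1.61, on a probe set that can share signal with related genes. Of 5 named genes of tryptophan synthesis, 0 passed limma's test between the genotypes at 8 or 12 hpi, and 4 and 5 passed when adjusted over the list alone. Of 11 named genes of indole glucosinolate synthesis, 0 passed, and 5 at 8 hpi and 0 at 12 hpi passed when adjusted over the list alone. All members of both lists lay on the higher side in the mutant at both times, with medians of 0.89 and 1.08 for tryptophan synthesis and 1.29 and 0.78 for indole glucosinolates. Over time, all 5 tryptophan genes rose in the mutant at 8 and 12 hpi, and 2 and 4 rose in Col-0. Of the indole glucosinolate genes, 7 and 8 rose in the mutant and 3 and 7 in Col-0. Of 3 named genes of aliphatic glucosinolate synthesis, 0 passed in any comparison, adjusted over the list alone included, and their median between the genotypes was -0.06 at 8 hpi and 0.26 at 12 hpi. Nearly all members were named only through Table S1A and so were selected for being high at 8 hpi, and the study drew part of both lists from these samples.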

Examples are genes encoding the Trp biosynthesis enzymes TRYTOPHAN SYNTHASE ALPHA SUBUNIT (TSA1; At3g54640) as well as INDOLE-3-GLYCEROL PHOSPHATE SYNTHASE (IPGS; At2g04400). Moreover, genes coding for several cytochrome P450 monooxygenases that catalyze dedicated steps of indole glucosinolate and camalexin biosynthesis were found to be induced by *G. orontii* in *mlo2 mlo6 mlo12* mutant plants (Table 2, Figure 6). 

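*TSA1* was at a log2 level of 10.92 ± 0.33 (SD, n = 3) in the mutant and 9.22 ± 0.28 in Col-0 at 8 hpi, and at 11.54 ± 0.36 and 10.02 ± 0.54 at 12 hpi. The indole-3-glycerol phosphate synthase gene was at 11.45 ± 0.33 and 9.88 ± 0.35 at 8 hpi, and at 11.79 ± 0.44 and 10.58 ± 0.45 at 12 hpi. Between the genotypes, the log2 fold change of *TSA1* was 1.70 at 8 hpi (standard error 0.35, adjusted p = 0.276 from limma with Benjamini-Hochberg adjustment) and 1.51 at 12 hpi (adjusted p = 1). For the synthase gene it was 1.57 (standard error 0.31, limma adjusted p = 0.265) and 1.21 (adjusted p = 1). For both genes and at both times, all 3 mutant arrays lay above all 3 Col-0 arrays. From 0 h, *TSA1* rose in the mutant by 2.45 at 8 hpi (limma adjusted p = 0.000693) and, in Col-0, changed by 0.58 (adjusted p = 0.462), and the difference between these changes was 1.87 (adjusted p = 1). This rise of *TSA1* in the mutant missed the threshold in a fit to its groups alone (limma adjusted p = 0.0856). With array weights, chosen after the data had been seen, both genes passed between the genotypes at 8 hpi (limma adjusted p = 0.0476 for *TSA1* and 0.0462 for the synthase gene).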

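*CYP81F2* (At5g57220), for a step in the modification of indole glucosinolates, rose in the mutant from a log2 level of 2.50 ± 0.33 (SD, n = 3) at 0 h to 8.00 ± 0.90 at 8 hpi and 10.00 ± 0.30 at 12 hpi. *CYP83B1* (At4g31500), for the oxidation of indole-3-acetaldoxime, rose from 9.95 ± 0.62 to 11.68 ± 0.29 and 12.09 ± 0.27. *CYP79B2* (At4g39950), for the formation of indole-3-acetaldoxime from tryptophan, went from 7.21 ± 0.52 to 8.75 ± 0.86 and 9.29 ± 0.55 and did not pass (adjusted p = 0.2 and 0.0773 from limma). The rise of *CYP81F2* at 8 hpi was a log2 fold change of 5.50 (standard error 0.67, adjusted p = 0.000228 from limma with Benjamini-Hochberg adjustment), and that of *CYP83B1* 1.73 (standard error 0.41, adjusted p = 0.0192), each with all 3 arrays above those at 0 h. In Col-0, *CYP81F2* rose too, by 3.77 at 8 hpi (limma adjusted p = 0.00434), whereas *CYP83B1* changed by 0.10 (adjusted p = 1). For *CYP83B1* the difference between these changes was 1.63 (limma adjusted p = 1). Between the genotypes at 8 hpi, the fold changes were 1.61 for *CYP81F2*, 1.29 for *CYP83B1* and 0.99 for *CYP79B2*, with limma adjusted p between 0.913 and 1. The rise of *CYP83B1* at 8 hpi missed the threshold in a fit to its groups alone (limma adjusted p = 0.148), without *mlo2 mlo6 mlo12* 0 h replicate 3 (0.0667) and without *mlo2 mlo6 mlo12* 8 h replicate 2 or 3 (0.071 or 0.0593). *CYP79B2* passed at 12 hpi without the dim probe sets (limma adjusted p = 0.03) and after median centring (0.0253).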

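A regulator gene of this pathway, *MYB51*, rose in the mutant from a log2 level of 3.34 ± 0.86 at 0 h to 7.68 ± 0.76 (SD, n = 3) at 8 hpi and 9.34 ± 0.83 at 12 hpi. The log2 fold changes were 4.34 (standard error 0.80, adjusted p = 0.00414 from limma with Benjamini-Hochberg adjustment) and 6.00 (adjusted p = 0.000496), and all 3 arrays at each time lay above those at 0 h. In Col-0, it was at 5.09 ± 1.05 at 8 hpi, a change of 1.08 that did not pass (limma adjusted p = 0.599), and rose to 7.64 ± 1.65 at 12 hpi (adjusted p = 0.016). Between the genotypes, *MYB51* differed by 2.59 at 8 hpi (limma adjusted p = 0.881) and by 1.70 at 12 hpi (adjusted p = 1), and the difference in the change to 8 hpi was 3.26 (adjusted p = 1). Its rise in Col-0 at 12 hpi missed the threshold in a fit to its groups alone (limma adjusted p = 0.167), without Col-0 0 h replicate 1 or 2 (0.0603 or 0.0624) and without Col-0 12 h replicate 1 or 3 (0.0699 or 0.0867), and that in the mutant at 8 hpi in a fit to its groups alone (0.0741).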

The gene encoding transcription factor MYB51 (At1g18570), a key regulator of genes encoding indole glucosinolate biosynthesis enzymes, was also present among these genes (Gigolashvili et al., 2007). Together these findings emphasize an important role for Trp-derived indolic secondary metabolites in *mlo*-mediated powdery mildew defense, which is in agreement with a requirement of these metabolites for resistance in the *mlo2* single mutant (Consonni et al., 2010).

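*SOT16* (At1g74100), a sulfotransferase gene of glucosinolate synthesis, was at a log2 level of 9.77 ± 0.15 (SD, n = 3) in the mutant and 8.45 ± 0.45 in Col-0 at 8 hpi. *AAO1* (At5g20960), an aldehyde oxidase gene, was at 6.50 ± 0.79 and 3.83 ± 0.15, a log2 fold change of 2.67 (standard error 0.54, adjusted p = 0.277 from limma with Benjamini-Hochberg adjustment) with all 3 mutant arrays above all 3 Col-0 arrays. All 10 genes of the table were named here and lay on the higher side in the mutant, with a median log2 fold change of 1.71 at 8 hpi and 1.32 at 12 hpi. At 12 hpi *IGMT2* was at 1.27-fold and *CYP81F2* at 1.72-fold, and without Col-0 12 h replicate 2 at 0.75-fold and 0.99-fold. None passed at an adjusted p under 0.05 over all probe sets, whereas 10 at 8 hpi and 3 at 12 hpi passed when adjusted over the list alone. This list was chosen on these samples and 9 of its genes were named only through Table S1A, so these counts are not independent evidence. From 0 h, 9 of the 10 genes rose in the mutant at 8 hpi and at 12 hpi, and 3 and 6 in Col-0. At 0 h their median difference between the genotypes was -0.28.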

**Table 2:** Transcripts of biosynthesis genes of tryptophan-related antimicrobials hyperaccumulate in the *mlo2 mlo6 mlo12* mutant in response to inoculation with *G. orontii*.

**Arabidopsis Genome ID**	**Gene annotation and putative function of encoded protein**	**Process**	**Fold change** ***mlo2 mlo6 mlo12*****/Col-0 (*****G. orontii*****)**		***P*** **-value**	
			**8 hpi**	**12 hpi**	**8 hpi**	**12 hpi**
*AT2G04400*	*IGPS* (Indole-3-Glycerol Phosphate Synthase)	Trp synthesis	2.3	2.0	6.2E^−05^	3.6E^−04^
*AT3G54640*	*TSA1* (Tryptophan Synthase Alpha subunit 1)	Trp synthesis	2.7	2.5	4.8E^−05^	8.9E^−05^
*AT5G57220*	*CYP81F2* (Cytochrome P450 monooxygenase)	IG synthesis	2.3	1.5	2.0E^−02^	2.1E^−01^
*AT4G31500*	*CYP83B1* (Cytochrome P450 monooxygenase)	IG synthesis	2.1	1.6	4.5E^−03^	5.5E^−02^
*AT1G18570*	*MYB51* (MYB domain transcription factor 51)	IG synthesis	2.5	2.0	8.0E^−03^	3.6E^−02^
*AT1G74100*	*SOT16* (Sulfotransferase 16)	IG synthesis	2.0	1.8	6.8E^−03^	1.6E^−02^
*AT2G30770*	*CYP71A13* (Cytochrome P450)	Camalexin, ICA synthesis	6.4	4.0	7.3E^−05^	1.0E^−03^
*AT3G26830*	*CYP71B15/PAD3* (Phytoalexin Deficient 3, Cytochrome P450 monooxygenase)	Camalexin synthesis	6.1	2.3	2.3E^−04^	4.2E^−02^
*AT1G21120*	*IGMT2* (Indole glucosinolate o-methyltransferase 2)	IG synthesis	2.7	1.3	7.1E^−03^	4.3E^−01^
*AT5G20960*	*AAO1* (Aldehyde oxidase 1)	ICA synthesis	2.5	1.9	1.6E^−03^	1.8E^−02^

*Genes were identified by comparative transcriptome analysis upon G. orontii challenge and manually selected from candidate genes with a statistically significant (P ≤ 0.05) and at least two-fold change in transcript abundance in the mlo2-5 mlo6-2 mlo12-1 mutant compared with Col-0 (Table S1). Trp, tryptophan; IG, indole glucosinolate; ICA, indol-3-carboxylic acid*.

**Figure 6:**
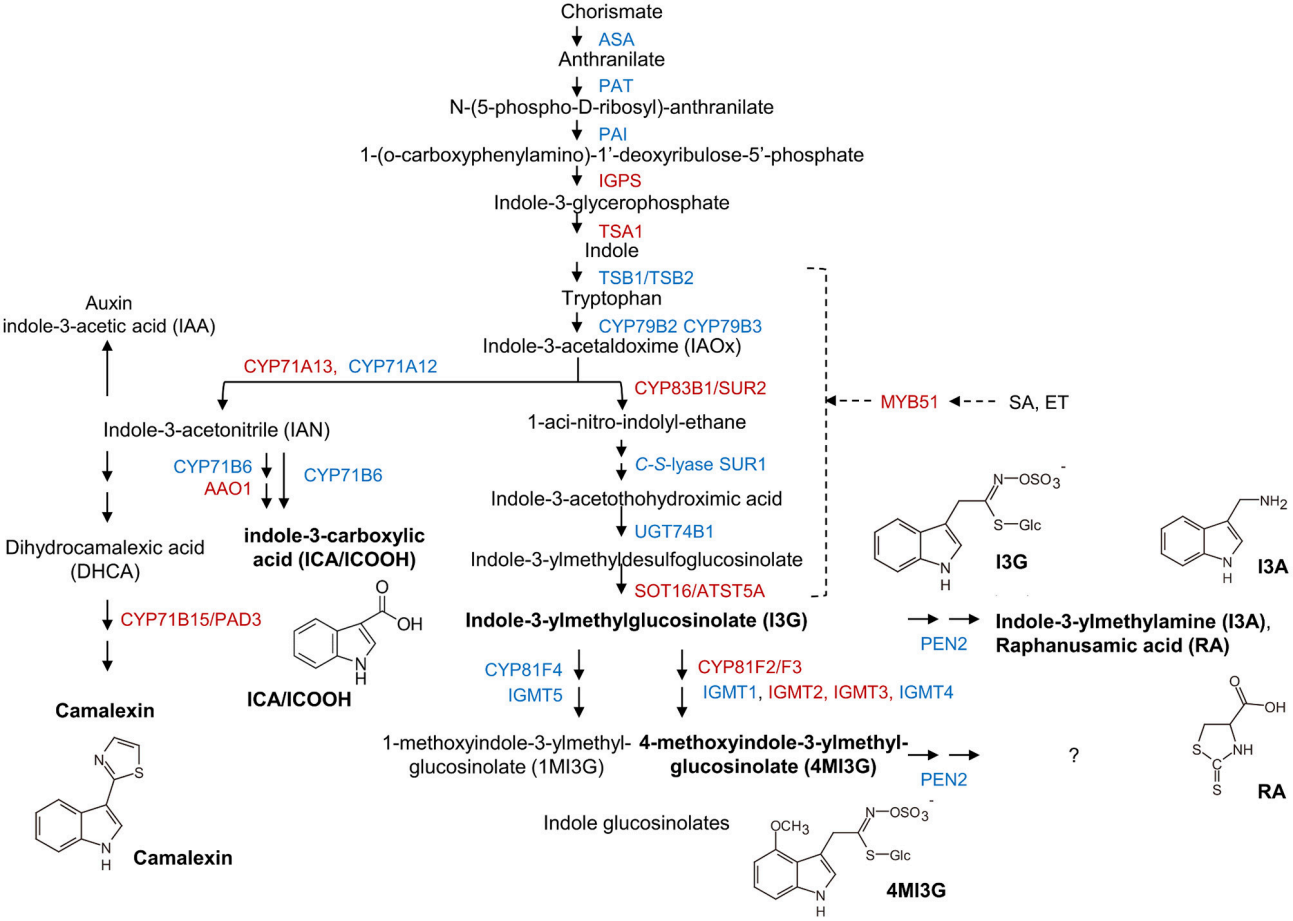
Transcripts of biosynthetic genes of the Trp/indole glucosinolate and camalexin pathways accumulate in *mlo2 mlo6 mlo12*. Scheme of Trp, camalexin, indole-3-carboxylic acid (ICA) and indole glucosinolate biosynthesis/metabolism. Proteins with increased (red) or unaltered (blue) transcript accumulation in *mlo2 mlo6 mlo12* vs. wild type following *G. orontii* challenge are indicated. Formulae of subsequently analyzed substances (bold) are shown. Trp is synthesized from chorismate and subsequently hydrolyzed to indole-3-acetaldoxime (IAOx) by the cytochrome P450 monooxygenases CYP79B2 and CYP79B3. IAOx is either converted to camalexin, ICA, auxin or indolic glucosinolates. PEN2 is an atypical myrosinase that hydrolyzes 4MI3G for antifungal defense. MYB51 regulates expression of several key enzymes of indole glucosinolate biosynthesis.

### The phytoalexin camalexin hyperaccumulates in *mlo2 mlo6 mlo12* during *G. orontii* infection

The elevated transcript levels of genes encoding components for the biosynthesis of Trp-derived secondary metabolites in the *mlo2 mlo6 mlo12* mutant (see above and Table 2) might translate into elevated accumulation of such metabolites in powdery mildew-challenged triple mutant plants. To examine this possibility, we established a comparative metabolite profile of Col-0 wild type and *mlo2 mlo6 mlo12* mutant plants following powdery mildew inoculation. Since we observed an increased transcript abundance of *CYP71A13* (*At2g30770*) and *CYP71B15/PAD3* (*At3g26830*), two genes encoding cytochrome P450 monooxygenases involved in biosynthesis of the phytoalexin camalexin (Figure 6, Table 2), we tested for abundance of camalexin in unchallenged, mock- and *G. orontii*-inoculated plants at 12 h after the respective treatment. 

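*CYP71A13* and *PAD3* transcripts, whose products act at successive steps towards camalexin, rose strongly in the mutant. *CYP71A13* went from a log2 level of 3.94 ± 0.46 (SD, n = 3) at 0 h to 8.41 ± 1.38 at 8 hpi and 9.25 ± 0.01 at 12 hpi, while Col-0 was at 3.91 ± 1.18, 4.25 ± 1.25 and 6.10 ± 1.91. *PAD3* reached 10.37 ± 0.78 at 8 hpi and 11.62 ± 0.21 at 12 hpi in the mutant, against 7.07 ± 1.16 and 10.10 ± 1.74 in Col-0. Between the genotypes, *CYP71A13* had a log2 fold change of 4.16 at 8 hpi (standard error 0.97, adjusted p = 0.458 from limma with Benjamini-Hochberg adjustment) and 3.15 at 12 hpi (adjusted p = 1), with all 3 mutant arrays above all 3 Col-0 arrays at both times. For *PAD3* it was 3.31 (standard error 0.75, limma adjusted p = 0.436) with the same separation, and 1.52 (adjusted p = 1) with overlapping arrays. This overlap leaves the pairing of same-numbered arrays aside. From 0 h, *CYP71A13* rose by 4.47 in the mutant at 8 hpi (limma adjusted p = 0.0108) and changed by 0.34 in Col-0 (adjusted p = 1). *PAD3* rose in both genotypes at 8 hpi, by 7.65 in the mutant (limma adjusted p = 4.46e-05) and 3.71 in Col-0 (adjusted p = 0.00981). The difference between these changes was 4.13 for *CYP71A13* and 3.94 for *PAD3* (limma adjusted p = 1 for both). Of 6 named genes of camalexin and ICA synthesis, 0 passed between the genotypes, and 3 at 8 hpi and 1 at 12 hpi passed when adjusted over the list alone. From 0 h, 3 and 5 of them rose in the mutant and 1 and 2 in Col-0. In a fit to its groups alone, the rise at 8 hpi missed the threshold for *CYP71A13* in the mutant (limma adjusted p = 0.105) and for *PAD3* in Col-0 (0.125).

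**Figure D3:**
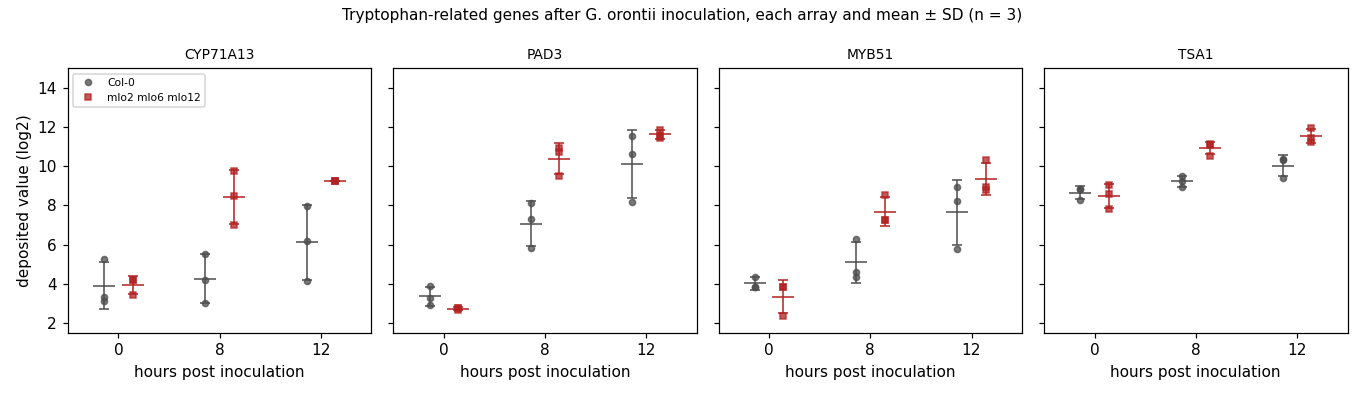
Deposited log2 level (vertical axis) of *CYP71A13*, *PAD3*, *MYB51* and *TSA1* in Col-0 (grey circles) and *mlo2 mlo6 mlo12* (red squares) at 0, 8 and 12 hours post inoculation (horizontal axis), with each array, the mean and SD bars (n = 3). The Col-0 arrays of *CYP71A13* spread widely at 12 hpi (SD 1.91), whereas the mutant arrays lay close together.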

In all three conditions we observed an increased abundance of camalexin in two different *mlo2 mlo6 mlo12* triple mutants compared to wild type (Figure 7). This result is consistent with our previous findings that naïve *mlo2 mlo6 mlo12* plants accumulate camalexin in a developmentally controlled manner (Consonni et al., 2010). Furthermore, powdery mildew-challenged *mlo2 mlo6 mlo12* mutants accumulated more camalexin than mock-treated or Col-0 control plants (Figure 7). By contrast, abundance of indole-3-carboxylic acid (ICA), which derives from the same indolic precursor as camalexin (indole-3-acetonitrile/IAN; Figure 6; (Böttcher et al., 2014), was largely unaltered between mock- and *G. orontii*-inoculated plants (Figure 7). This finding is in agreement with our microarray data, which revealed unaltered transcript abundance of the ICA biosynthesis gene *CYP71B6* (*At2g24180*) in the mutant vs. wild type after *G. orontii* inoculation.

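*CYP71B6*, annotated on a probe set of its own, was at a log2 level of 9.62 ± 0.36 (SD, n = 3) in the mutant and 9.18 ± 0.48 in Col-0 at 8 hpi, and at 10.03 ± 0.25 and 9.57 ± 0.50 at 12 hpi. The log2 fold change between the genotypes was 0.44 at 8 hpi and 0.46 at 12 hpi (standard error 0.32, adjusted p = 1 at both times from limma with Benjamini-Hochberg adjustment), and the arrays of both genotypes overlapped. The overlap leaves the pairing of same-numbered arrays aside. From 0 h, *CYP71B6* rose by 1.35 in the mutant at 12 hpi (limma adjusted p = 0.0204), and its changes at 8 hpi (0.94 in the mutant, 0.26 in Col-0) and in Col-0 at 12 hpi (0.65) did not pass. The difference between the genotypes in the change from 0 h to 12 hpi was 0.70 (standard error 0.46, limma adjusted p = 1). The rise at 12 hpi missed the threshold in a fit to its groups alone (limma adjusted p = 0.0655), after quantile normalization (0.0735), without *mlo2 mlo6 mlo12* 0 h replicate 2 or 3 (0.0588 or 0.0629) and without *mlo2 mlo6 mlo12* 12 h replicate 2 or 3 (0.0503 or 0.0953).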

**Figure 7:**
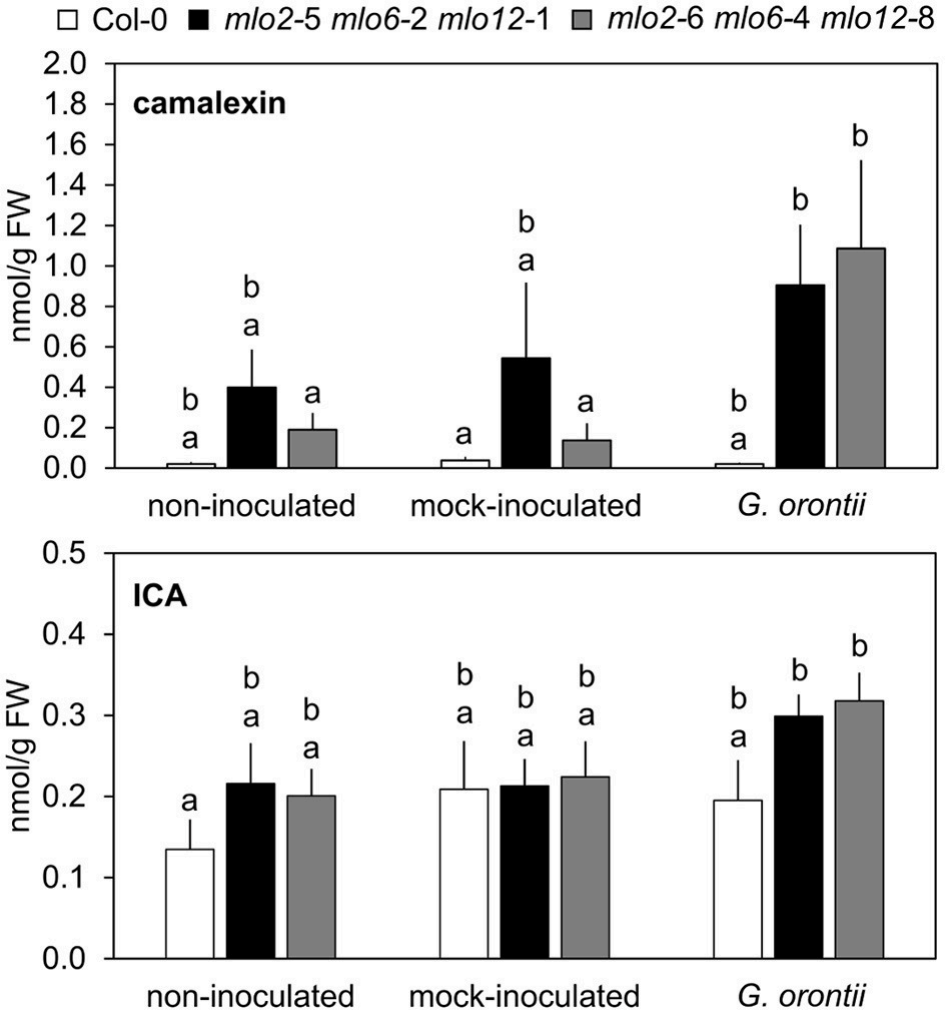
Camalexin but not ICA hyperaccumulates in *mlo2 mlo6 mlo12* plants during *G. orontii* infection. Five to six-week-old plants of indicated genotypes were leaf-to-leaf inoculated with *G. orontii*, mock-inoculated or kept as non-inoculated control plants. At 12 hpi the leaves were sampled, metabolites extracted and compounds measured by HPLC-MS/MS. Data represent means of 9 biological replicates ± SE. Distinct lower-case letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

### MLO2, MLO6, and MLO12 mediate suppression of 4MI3G accumulation in the compatible powdery mildew interaction

It was previously hypothesized that 4-methoxyindol-3-ylmethyl glucosinolate (4MI3G) is the biologically-relevant PEN2 substrate leading to the formation of yet unknown toxic compounds that are important for the restriction of non-adapted powdery mildews (Bednarek et al., 2009). 4MI3G is synthesized by CYP81F2/F3 (At5g57220/At4g37400), INDOLE GLUCOSINOLATE *O*-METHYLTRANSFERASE (IGMT)1 (At1g21100) and IGMT2 (At1g21120) from the precursor indol-3-ylmethylglucosinolate (I3G). I3G also serves as a substrate for PEN2, which catalyzes its conversion into indol-3-ylmethylamine (I3A) and raphanusamic acid (RA; Figure 6; Bednarek et al., 2009). We determined I3G, I3A, RA and 4MI3G levels in the Col-0 wild type, *pen2, mlo2 mlo6 mlo12* triple and *mlo2 mlo6 mlo12 pen2* quadruple mutant genotypes at 0 (prior to inoculation), 8, 16, and 24 h after challenge with the adapted or non-adapted powdery mildews *G. orontii* and *Bgh*, respectively (Figure 8). While I3G levels were not significantly altered by any of the treatments, I3A and RA accumulated after inoculation with the non-adapted fungus *Bgh* in dependence of PEN2, as previously shown by Bednarek et al. (2009) for 16 hpi. By contrast, *G. orontii* inoculation did not trigger an increase in the levels of these compounds. Consistent with its turnover by PEN2 (Bednarek et al., 2009), we observed that 4MI3G levels did not rise in Col-0 and *mlo2 mlo6 mlo12* triple mutant plants at any time point after inoculation with either the adapted or non-adapted powdery mildew pathogen (Figure 8). By contrast, mutants lacking a functional PEN2 myrosinase showed increased 4MI3G levels after treatment with the non-adapted fungus *Bgh*. This *Bgh*-induced 4MI3G accumulation was solely dependent on the *pen2* mutation and independent of the presence or absence of functional MLO proteins. Interestingly, 4MI3G accumulation in response to *G. orontii* was not observed in *pen2* single mutants, suggesting that the adapted powdery mildew pathogen either fails to induce additional 4MI3G biosynthesis or interferes with its accumulation. Strikingly, quadruple mutants defective in *PEN2* and the three *MLO* genes exhibited higher 4MI3G levels after *G. orontii* challenge, indicating that the adapted powdery mildew fungus is principally able to induce 4MI3G accumulation. The differential 4MI3G quantities cannot be ascribed to altered amounts of PEN2, since PEN2 protein levels were comparable in Col-0 and *mlo2 mlo6 mlo12* mutant plants upon challenge with *Bgh* or *G. orontii* (Figure S7). Thus, *G. orontii* may either be able to metabolize 4MI3G or to suppress its biosynthesis, a process which seems to be dependent on the presence of the three MLO proteins.

**Figure 8:**
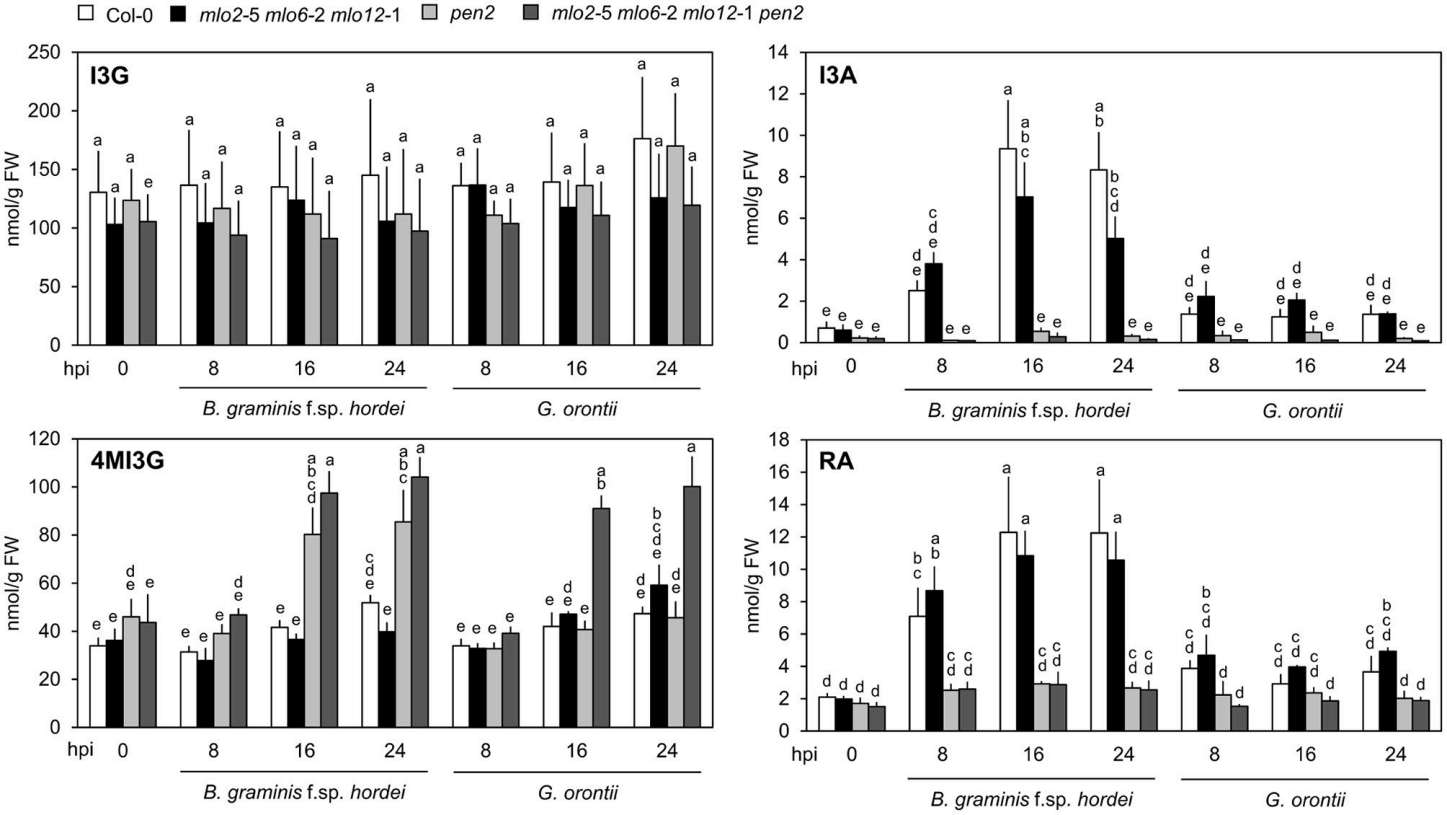
Accumulation of 4MI3G upon inoculation depends on the presence of MLO2, MLO6 and MLO12 during interaction with an adapted, but not with a non-adapted powdery mildew fungus. Four to five-week-old plants of the indicated genotypes were inoculated with *G. orontii, B. graminis* f. sp. *hordei*, or kept as non-inoculated control plants. Leaves were sampled at the indicated time points after inoculation, metabolites extracted and compound concentrations measured by HPLC. Data represent means of 3 independent biological replicates ± SE. Distinct lower-case letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

### Indolic metabolites are entirely dispensable for powdery mildew resistance in the *mlo2 mlo6 mlo12* mutant

Mutants defective in *PEN2* are unable to hydrolyze the indolic intermediates I3G and 4MI3G, which are the supposed precursors of secreted antifungal metabolites (Bednarek et al., 2009). However, *pen2* mutants are still able to accumulate a wide range of additional indolic metabolites, some of which have proven (e.g., camalexin) or suspected antimicrobial activity (Bednarek, 2012). Penetration resistance of *mlo2* depends on the functionally redundant CYP79B2 and CYP79B3 monooxygenases, which catalyze the first dedicated step in the biosynthesis of indolic metabolites (Figure 6; Hull et al., 2000; Mikkelsen et al., 2000). Respective *cyp79B2 cyp79B3* double mutants are consequently depleted of Trp-derived indolics (Zhao et al., 2002).

Upregulation of camalexin and indole glucosinolate biosynthesis genes and accumulation of the respective compounds in *mlo2 mlo6 mlo12* vs. wild type suggests that these might collectively contribute to the increased resistance of the mutant. To test whether resistance of the *mlo2 mlo6 mlo12* triple mutant relies on the constitutive or pathogen-induced accumulation of other indolic metabolites, we generated the *mlo2 mlo6 mlo12 cyp79B2 cyp79B3* quintuple mutant. Analysis of *G. orontii*-challenged plants revealed that this mutant, similar to the *mlo2 mlo6 mlo12 pen1, mlo2 mlo6 mlo12 pen2, mlo2 mlo6 mlo12 pen3, mlo2 mlo6 mlo12 pen1 pen2* mutants and the *mlo2 mlo6 mlo12 pen1 pen2 pen3* mutants, retains complete resistance to the powdery mildew pathogen (Figure 9; see also Figure 1). In sum our genetic data indicate that powdery mildew resistance in the *mlo2 mlo6 mlo12* mutant does not require the biosynthesis of antimicrobial indolic metabolites.

**Figure 9:**
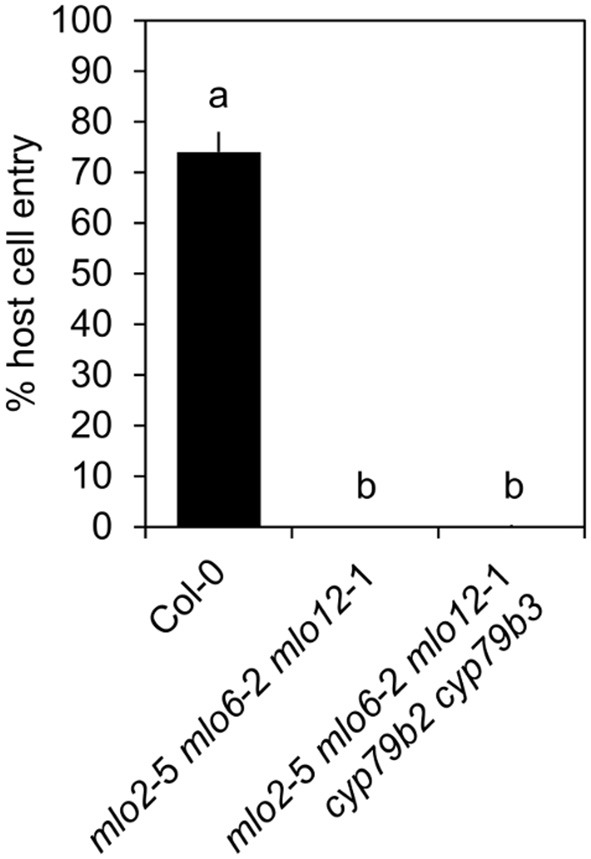
Indolic secondary metabolites are dispensable for powdery mildew resistance in the *mlo2 mlo6 mlo12* triple mutant. Four to five-week-old plants of the indicated genotypes were inoculated with *G. orontii* and % host cell entry was evaluated at 48 hpi. Data represent means of 3 independent biological replicates ± SE. Distinct lower-case letters indicate statistically significant differences between groups as determined by GLM (*P* ≤ 0.05).

## Discussion

### Presence of MLO2, MLO6, and MLO12 retards induction of defense-related genes during powdery mildew infection

Performing comparative analysis of microarray data, Genevestigator studies and investigation of GO term overrepresentation, we found that the *mlo2 mlo6 mlo12* mutant shows an accelerated/increased accumulation of transcripts associated with defense, JA/ET signaling and biosynthesis of indole-derived antimicrobials at early time points after *G. orontii* inoculation (Figure 2, Tables S1, S2). The finding is reminiscent of the results of a previous study, which used a cDNA array to probe differences in transcript accumulation between powdery mildew-challenged barley wild type (*Mlo* genotype) and *mlo* mutant plants (Zierold et al., 2005). In this work, the authors used RNA from epidermal cells for hybridization to the array and found that ca. 10% of the genes (311 out of 3128) were reproducibly upregulated in response to attack by *Bgh*, with the *mlo* genotype typically showing a more pronounced differential regulation (Zierold et al., 2005). Since we deployed whole rosette leaves as the biological source material for our transcript profiling experiments, we currently do not know whether the observed alterations in transcript patterns derive solely from the epidermis (the primary target tissue of powdery mildew fungi) or whether they represent a systemic response in the entire leaf. Experiments based on laser capture micro-dissection recently revealed distinctive transcript accumulation at powdery mildew infection sites in Arabidopsis (Chandran et al., 2010). The lack of a constitutively altered transcript profile and boosted expression of many genes in the *mlo2 mlo6 mlo12* genotype hint at a strong impact of quantitative or kinetic rather than qualitative alterations contributing to the powdery mildew phenotype. 

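Before inoculation, of 20 gene lists with named members, covering JA, ET, salicylic acid, pattern-triggered immunity and indolic metabolites among others, none had a member past limma's test at 0 h, over all probe sets or adjusted over the list alone. The median log2 fold change at 0 h was 0.15 for the ethylene and ERF branch and -0.26 for camalexin and ICA synthesis. Some lists leaned higher in the mutant, among them the salicylic acid pathway with 10 of 12 genes on the higher side (median 0.06). Senescence and touch and wounding had 4 of 4 each (0.18 and 0.15), and pattern-triggered immunity 8 of 11 (0.00). In checks chosen later, the salicylic acid count was 4 or 5 of 12 without *mlo2 mlo6 mlo12* 0 h replicate 1 or 2. After quantile normalization it was 11 of 12. Other lists leaned lower, with 0 of 5 genes of tryptophan synthesis (median -0.29), 1 of 10 of Table 2 (-0.28) and 1 of 12 of protein folding in the endoplasmic reticulum (-0.31) on the higher side. Without *mlo2 mlo6 mlo12* 0 h replicate 2, a dimmer array (a check chosen after these medians had been seen), the lists leaning lower were at 2 of 5 (-0.04), 1 of 10 (-0.25) and 4 of 12 (-0.12), and the ethylene and ERF branch was at -0.01. Other arrays moved these medians too. Tryptophan synthesis was at -0.56 and the ethylene and ERF branch at 0.04 without *mlo2 mlo6 mlo12* 0 h replicate 1, and that branch was at -0.00 without its replicate 3. Without Col-0 0 h replicate 3, Table 2 and camalexin and ICA synthesis were both at -0.47 and that branch at 0.00, and without Col-0 0 h replicate 2 the former 2 were at -0.17 and -0.13. Tryptophan synthesis and Table 2 share 2 genes. In checks also chosen later, quantile normalization gave 2 of 5 (-0.10) for tryptophan synthesis, 2 of 10 (-0.15) for Table 2 and 5 of 12 (-0.09) for protein folding. After median centring their medians were -0.18, -0.17 and -0.19. The array medians of the mutant were shifted by -0.11 at 0 h. Of 4 reference genes, 1 lay on the higher side (median -0.21), so a lean towards lower levels was not particular to the lists that showed it. *PDF1.2a* was at 3.20 ± 0.94 (SD, n = 3) in the unchallenged mutant, and *PAD3* at 2.73 against 3.36 in Col-0. *GST7* (At1g02920), a glutathione S-transferase gene, was at 4.69 ± 1.08 in the mutant and 5.43 ± 1.55 in Col-0 before inoculation and at 14.11 ± 0.46 and 12.65 ± 0.66 at 8 hpi, on a probe set that can share signal with related genes.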

A fast and robust induction of multiple plant immune pathways could explain why mutations of *PEN* genes in various combinations are insufficient to break resistance in *mlo2 mlo6 mlo12* plants (Figure 1, Figure S1). This contrasts the situation for *mlo2* mutants, in which qualitative changes in single defense pathways, such as PEN1-mediated secretion or PEN2/PEN3-mediated biosynthesis and delivery of glucosinolate-derived antimicrobials, strongly contribute to the resistance phenotype (Consonni et al., 2006). 

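In Col-0, *PEN1* (At3g11820), which encodes a syntaxin of the plasma membrane, went from a log2 level of 6.32 ± 0.35 (SD, n = 3) at 0 h to 8.02 ± 0.79 at 8 hpi and 8.96 ± 0.76 at 12 hpi. In the mutant it rose from 6.74 ± 0.56 to 8.91 ± 0.80 and 9.27 ± 0.24. The log2 fold change from 0 h was 2.17 in the mutant at 8 hpi (standard error 0.50, adjusted p = 0.0156 from limma with Benjamini-Hochberg adjustment) and 2.53 at 12 hpi (adjusted p = 0.00715). In Col-0 it was 1.70 at 8 hpi, which missed the threshold (limma adjusted p = 0.0683), and 2.64 at 12 hpi (adjusted p = 0.00698), and the difference between the genotypes in the change to 8 hpi was 0.46 (adjusted p = 1). At each time, all 3 arrays of a genotype lay above its 3 arrays at 0 h. *SYP122* (At3g52400), the gene of a related syntaxin, was at 7.80 ± 0.56 in the mutant and 6.83 ± 1.18 in Col-0 at 8 hpi. Of 4 named genes of the PEN pathway and secretion, all known only through Table S1A, 4 rose in the mutant and 0 in Col-0 at 8 hpi (4 and 2 adjusted over the list alone), and 2 rose in each genotype at 12 hpi (3 each). Between the genotypes 0 passed, with medians of 0.84 at 8 hpi and 0.16 at 12 hpi. *PEN2* and *PEN3* were not named here. With the replicate number as a block, *PEN1* passed in Col-0 at 8 hpi too (limma adjusted p = 0.00264), as also without the dim probe sets (0.0276). In the mutant at 8 hpi it missed the threshold in a fit to its groups alone (limma adjusted p = 0.189), without *mlo2 mlo6 mlo12* 0 h replicate 2 (0.0647) and without *mlo2 mlo6 mlo12* 8 h replicate 1 or 3 (0.0666 or 0.0515).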

Interestingly, according to our microarray data, all three *PEN* genes are induced in *mlo2 mlo6 mlo12* and wild type Col-0 plants at 8 and 12 h after inoculation with *G. orontii* (Table S1B). In conclusion, while the two pathways represented by PEN1 and PEN2/PEN3 are generally involved in powdery mildew resistance, their necessity is overcome in *mlo2 mlo6 mlo12* mutant plants.

### Transcript accumulation of JA/ET-responsive genes in the *mlo2 mlo6 mlo12* mutant upon powdery mildew challenge occurs independently of altered JA or ET levels

JA/ET-related defense has preferentially been linked to resistance against necrotrophic parasites (Thomma et al., 2001; Glazebrook, 2005). Still, it is effective against adapted powdery mildews if stimulated constitutively, artificially or systemically (Ellis et al., 2002a,b; Stein et al., 2008; Kuhn et al., 2016), but usually either suppressed or failed to be elicited by virulent powdery mildews (Zimmerli et al., 2004; Antico et al., 2012). By contrast, non-adapted powdery mildews trigger JA/ET-dependent plant defense (Zimmerli et al., 2004). Remarkably, GO term overrepresentation, microarray analysis and results of qRT-PCR assays indicated enhanced induction of mRNAs associated with JA/ET signaling in *mlo2 mlo6 mlo12* vs. Col-0 plants (Figure 3, Figure S3, Table 1, Table S2). We detected a statistically significant overaccumulation of the JA-responsive *PDF1.2, VSP2*, and *LOX2* transcripts in the *mlo2 mlo6 mlo12* genotype upon *G. orontii* challenge already at a very early time point after inoculation (8 hpi; Figure 3, Figure S3). This finding resembles the situation of the Arabidopsis-*Bgh* non-host interaction, where *PDF* gene expression also was more strongly induced at early time points after inoculation than in a compatible interaction (Zimmerli et al., 2004). This commonality further corroborates potential mechanistic overlap between NHR and *mlo* resistance. The JA-induced genes *PDF1.2* and *VSP2, LOX2* are responsive to two different branches of JA signaling that depend on the transcription factors (TFs) ORA59/ERF1 and MYC2, respectively (Lorenzo et al., 2004; Zhu et al., 2011; Pieterse et al., 2012; Vos et al., 2013; Wasternack and Hause, 2013). This fact may explain the differential expression kinetics of *PDF1.2* on the one hand and *VSP2* and *LOX2* on the other hand observed following challenge with *G. orontii* (Figure 3, Figure S3E). Together with JA/ET-responsive genes, also *ORA59, ERF1* and *ERF2* mRNAs accumulated to higher levels in *mlo2 mlo6 mlo12* plants vs. Col-0. All three TFs are positive regulators of JA and/or ET-responsive defense gene expression and in turn induced by JA/ET treatment [Table 1; (Pré et al., 2008); Genevestigator (Hruz et al., 2008); Arabidopsis eFP Browser (Winter et al., 2007)]. However, in contrast to *PDF1.2* transcripts, *ORA59* mRNA levels were significantly higher in the *mlo* triple mutant than in the wild type, where it increased only at later stages (12 hpi; Figure 3, Figure S3). Moreover, *MYC2* was not induced to higher levels in the triple mutant, which together might suggest that early *PDF1.2, VSP2* and *LOX2* expression during infection is regulated at least partially independently from an induced expression of these two TFs. Consequently, despite the accumulation of *ORA59, ERF1* and *ERF2* mRNAs, distinct factors might contribute to regulation of JA/ET-responsive genes in the context of powdery mildew challenge of *mlo2 mlo6 mlo12* plants. Alternatively, the increase in *PDF1.2, VSP2* and *LOX2* transcript levels in the *mlo2 mlo6 mlo12* triple mutant might be due to constitutively elevated protein levels of these TFs.

Three findings suggest that the expression of JA/ET responsive genes in the *mlo2 mlo6 mlo12* mutant infected with *G. orontii* occurs independently of canonical JA/ET signaling: First, ET and JA levels are unaltered in *mlo* triple mutant plants after *G. orontii* inoculation (Figure 5). Second, the *mlo2 mlo6 mlo12 ora59* mutant does not show altered resistance to *G. orontii* (Figure 4). Third, prototypical ET/JA signaling components are dispensable for *mlo2*-mediated resistance (Consonni et al., 2006). Developmentally controlled enhanced SA levels in *mlo2* single and *mlo2 mlo6 mlo12* triple mutant plants have been reported previously (Consonni et al., 2006) and were confirmed by our results (Figure 5). However, we could not detect altered SA levels after inoculation with *G. orontii* (Figure 5). This finding is consistent with previous analysis of a barley *mlo* mutant, which also lacked alterations in SA levels following powdery mildew (*Bgh*) challenge (Hückelhoven et al., 1999). It is therefore unlikely that antagonistic (Spoel et al., 2003; Ndamukong et al., 2007; Zander et al., 2010, 2012, 2014; Van der Does et al., 2013) or synergistic/reduced antagonistic (Mur et al., 2006; Liu et al., 2016) effects of SA might impact JA/ET-related gene expression in *mlo* triple mutant plants during fungal infection. In fact, interference with SA abundance and NONEXPRESSER OF PR GENES 1 (NPR)1-mediated SA signaling, responsible for SA/JA antagonism (Spoel et al., 2003), merely suppresses premature senescence of *mlo2* plants, uncoupling this phenotype from penetration resistance (Consonni et al., 2006). In conclusion, *mlo*-mediated resistance has so far not been shown to depend on canonical defense hormone signaling (Consonni et al., 2006). Whether or not a non-canonical induction of JA/ET-related defense gene expression is required for *mlo2 mlo6 mlo12*-mediated resistance remains to be investigated. This might involve transcriptional activation of JA/ET-related genes *via* non- COI1-dependent derepression of JA signaling, possibly including components of SA signaling such as NPR3 and NPR4 and degradation of JAZ (JASMONATE ZIM DOMAIN) proteins, which act as repressors of JA-signaling (Liu et al., 2016).

### Tryptophan-derived antimicrobials are dispensable for *mlo2 mlo6 mlo12*-mediated resistance

Tryptophan-derived antimicrobials such as camalexin and indole glucosinolates contribute to *mlo2*-mediated resistance (Consonni et al., 2010). In line with this finding, we discovered transcripts of biosynthetic enzymes for tryptophan-derived antimicrobials as well as levels of camalexin and the indole glucosinolate 4MI3G (hyper-)accumulated in *G. orontii*-inoculated leaves of *mlo2 mlo6 mlo12* and *mlo2 mlo6 mlo12 pen2* plants, respectively (Figures 7, 8). Remarkably, elevated accumulation of 4MI3G in response to *G. orontii*, but not upon *Bgh* challenge, required in addition to the *pen2* the *mlo2 mlo6 mlo12* mutations. Consequently, in contrast to non-adapted *Bgh*, the adapted fungus either fails to elicit or actively suppresses 4MI3G biosynthesis in wild type plants, as discussed above for transcript accumulation of many defense-related genes. A key role for MLO proteins in defense suppression by adapted powdery mildew pathogens has been previously suggested (Panstruga, 2005). Even if true, it still remains unclear whether the fungus exerts the proposed defense suppression directly *via* the MLO proteins (e.g., prior to host cell entry through manipulation of MLO activity by apoplastic effector proteins), or whether the presence of the MLO proteins is primarily a prerequisite for successful host cell entry and the observed defense suppression merely a secondary effect (e.g., *via* effector proteins secreted by the fungal haustorium).

Surprisingly, loss of function of CYP79B2/CYP97B3, completely depleting the plant for tryptophan-derived antimicrobials (Zhao et al., 2002; Glawischnig et al., 2004), did not interfere with penetration resistance of the *mlo* triple mutant (Figure 9). This is noteworthy since similar to the PEN proteins, CYP79B2/CYP97B3 contribute to resistance against adapted and non-adapted powdery mildews and are required for *mlo2*-mediated resistance against *G. orontii* (Consonni et al., 2010). However, abrogation of CYP79B2/CYP79B3 function likely has a broader effect on the plant defense arsenal than loss of PEN activity. In Arabidopsis, biosynthesis of several defense compounds, such as camalexin (Ahuja et al., 2012), indole glucosinolates (Zhao et al., 2002) and indolic cyanogenic metabolites (e.g., 4-hydroxyindole-3-carbonyl nitrile, 4-OH-ICN; Rajniak et al., 2015) rely on CYP79B2/CYP79B3 activity. The fact that all these antimicrobial metabolites are dispensable for full immunity in the *mlo2 mlo6 mlo12* mutant suggests the involvement of additional highly potent and possibly yet undiscovered defense pathways in Arabidopsis.

## Author contributions

MA, YB, CC, HK, MK, JL, CM, and RP conceived experiments. MA, KB, PB, CC, HK, MK, JL, CM, DM, TR, and EVLvT. performed experiments and analyzed data. IF analyzed data. SB and UC provided expertise and feedback with the FAIRE experiments. HK, JL, and RP wrote the manuscript, YB, UC, IF, and RP secured funding.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis mlo2 mlo6 mlo12 Triple Mutant
**Source:** Front Plant Sci. 2017 Jun 19;8:1006. doi: 10.3389/fpls.2017.01006
**Supplement:** Supplementary file 4

Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis *mlo2 mlo6 mlo12* Triple Mutant

Hannah Kuhn, Justine Lorek, Mark Kwaaitaal, Chiara Consonni, Katia Becker, Cristina Micali, Emiel Ver Loren van Themaat, Paweł Bednarek, Tom M. Raaymakers, Michela Appiano, Yuling Bai, Dorothea Meldau, Stephani Baum, Uwe Conrath, Ivo Feussner, and Ralph Panstruga

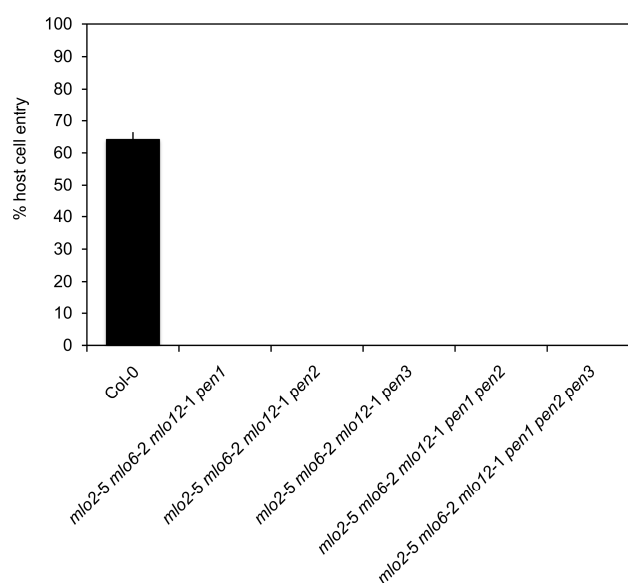

Figure S1. *mlo2 mlo6 mlo12*-mediated resistance functions independently of the PEN1 and PEN2/PEN3 defense pathways upon inoculation with *O. neolyopersici*. 4-5-week-old plants of the indicated genotypes were inoculated with *O. neolyopersici* and % host cell entry was evaluated at 48 hpi. Data represent means of 3 biological replicates (plants) +/- SD.

# Supplementary material for: Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis mlo2 mlo6 mlo12 Triple Mutant
**Source:** Front Plant Sci. 2017 Jun 19;8:1006. doi: 10.3389/fpls.2017.01006
**Supplement:** Supplementary file 6

Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis *mlo2 mlo6 mlo12* Triple Mutant

Hannah Kuhn, Justine Lorek, Mark Kwaaitaal, Chiara Consonni, Katia Becker, Cristina Micali, Emiel Ver Loren van Themaat, Paweł Bednarek, Tom M. Raaymakers, Michela Appiano, Yuling Bai, Dorothea Meldau, Stephani Baum, Uwe Conrath, Ivo Feussner, and Ralph Panstruga

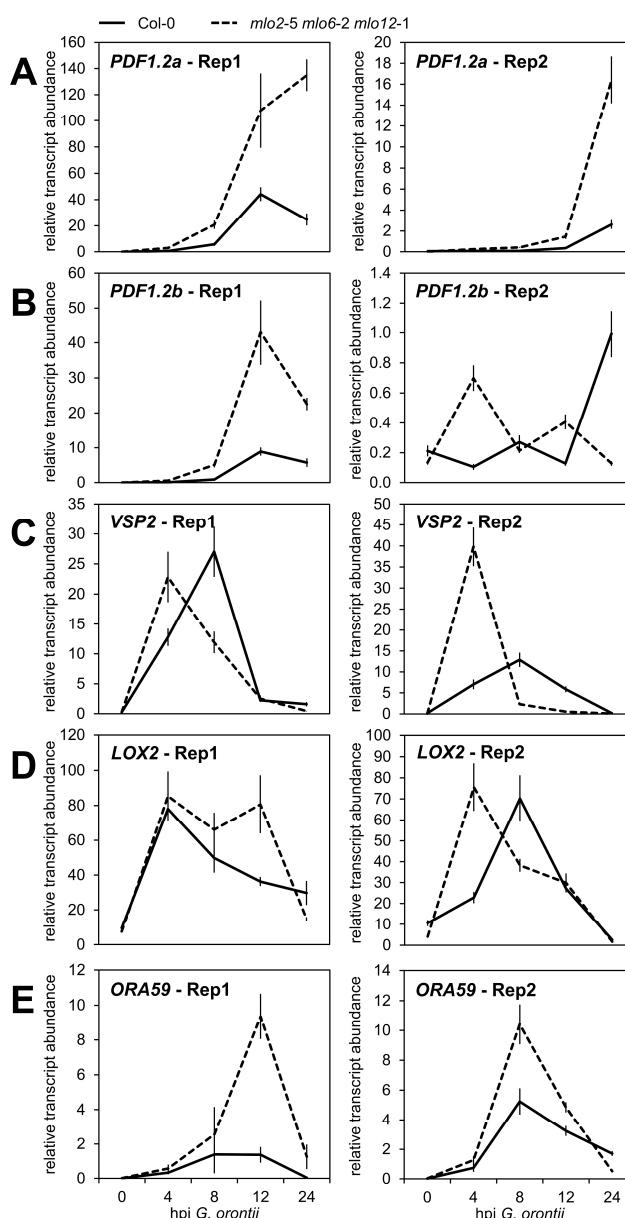

Figure S3. Transcripts of JA-responsive genes accumulate more rapidly and to higher levels in *mlo2 mlo6 mlo12* vs. Col-0 after inoculation with *G. orontii*. qRT-PCR of *PDF1.2a* (A), *PDF1.2b* (B), *VSP2* (C), *LOX2* (D) and *ORA59* (E) transcripts in leaves of 4-5-week-old Col-0 (solid line) and *mlo2 mlo6 mlo12* (dashed line) plants inoculated with *G. orontii* and sampled prior to inoculation (0h) or at 4, 8, 12 and 24 hpi. Individual independent biological replicates are shown. Gene expression was normalized to the transcript levels of the reference gene *At4g26420*. Means $\pm$ SD of 3 technical replicates are shown.

# Supplementary material for: Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis mlo2 mlo6 mlo12 Triple Mutant
**Source:** Front Plant Sci. 2017 Jun 19;8:1006. doi: 10.3389/fpls.2017.01006
**Supplement:** Supplementary file 8

Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis *mlo2 mlo6 mlo12* Triple Mutant

Hannah Kuhn, Justine Lorek, Mark Kwaaitaal, Chiara Consonni, Katia Becker, Cristina Micali, Emiel Ver Loren van Themaat, Paweł Bednarek, Tom M. Raaymakers, Michela Appiano, Yuling Bai, Dorothea Meldau, Stephani Baum, Uwe Conrath, Ivo Feussner, and Ralph Panstruga

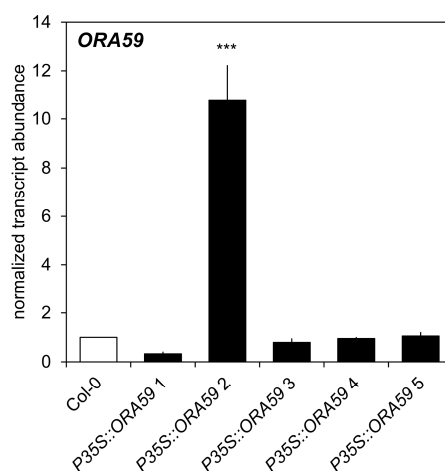

Figure S5. Transcript abundance of *ORA59* is increased in transgenic line 2 of Col-0 stably expressing *ORA59* under control of the 35S cauliflower mosaic virus (CMV) promoter. qRT-PCR analysis of *ORA59* transcript accumulation in leaves of Col-0 and five different 4-5-week-old transgenic *P35S::ORA59* overexpressing lines (Pré et al., 2008). Means $\pm$ SE of three independent biological replicates are shown. Asterisks indicate a statistically significant difference from Col-0 (***) $P \leq 0.01$, GLM). Gene expression was first normalized to the transcript levels of the reference gene *At4g26420* and afterwards to values obtained for Col-0.

# Supplementary material for: Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis mlo2 mlo6 mlo12 Triple Mutant
**Source:** Front Plant Sci. 2017 Jun 19;8:1006. doi: 10.3389/fpls.2017.01006
**Supplement:** Supplementary file 10

Key Components of Different Plant Defense Pathways Are Dispensable for Powdery Mildew Resistance of the Arabidopsis *mlo2 mlo6 mlo12* Triple Mutant

Hannah Kuhn, Justine Lorek, Mark Kwaaitaal, Chiara Consonni, Katia Becker, Cristina Micali, Emiel Ver Loren van Themaat, Paweł Bednarek, Tom M. Raaymakers, Michela Appiano, Yuling Bai, Dorothea Meldau, Stephani Baum, Uwe Conrath, Ivo Feussner, and Ralph Panstruga

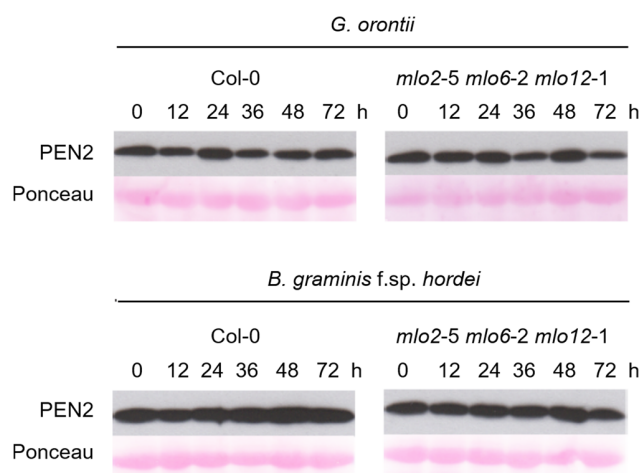

Figure S7. PEN2 does not differentially accumulate in *mlo2 mlo6 mlo12* mutant plants after inoculation with *G. orontii* or *B. graminis* f.sp. *hordei*. Total protein extracts from 4-5-week-old plants inoculated with *G. orontii* or *B. graminis* f.sp. *hordei* for the indicated time points were separated by SDS-PAGE and probed with α -PEN2 antiserum. Ponceau staining served as a loading control. The experiment was repeated once with similar results.

How the deposited data were processed for this re-analysis (not part of the article)

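Expression was measured on 18 Affymetrix ATH1 arrays, 3 for each of 6 groups (Col-0 and *mlo2 mlo6 mlo12* at 0, 8 and 12 hpi). The deposited log2 values were made by the authors with GCRMA as the submitters' notes state, or with the robust multiarray average procedure as the paper's methods state, and the version is not given in the sources used here. They were used as deposited, with no further scaling. Depth on arrays is signal over background, and the lowest value of 2.18 was shared by all arrays.

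The 64 Affymetrix control probe sets were left out of the tests, which left 22746. A linear model with a mean for each group was fitted over all arrays with limma 3.58.1 in R 4.3.3, tables were read with data.table 1.17.8, and moderated p-values were adjusted by Benjamini-Hochberg with calls at an adjusted p under 0.05. The comparisons were mutant against Col-0 at each time, 8 and 12 hpi against 0 h in each genotype, and the difference between the genotypes in these changes. The study's criteria, a P of at most 0.05 and at least a 2-fold change, were counted beside it with P unadjusted, while the paper's methods name a false discovery rate correction. Gene lists were counted member by member, adjusted over the list alone too, and lists with at least 3 members named by the annotation were tested with camera at a preset correlation of 0.01 and at an estimated one. The code was tested on simulated data with 22746 probe sets. There, 21 of 100 changes of 2-fold and 52 of 100 of 4-fold were recovered, and 3 of 76 calls were unchanged probe sets. Changes were planted outside the 40% of probe sets with the lowest means. Noise was drawn independently for each array, with no lowest value and no pairing, so these shares do not give the power in the real data.

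Probe sets were named through the platform annotation and Table S1A. A gene with several probe sets was given by that with the highest mean, and a probe set with several genes was named only where Table 1, Table 2 or Table S1A pairs it with 1 of them. The genes named in the text were all those that the paper names in its microarray text, Tables 1 and 2 and Figure 6. To these were added the 10 largest rises and falls that passed without overlap between the genotypes (filled to 5 from the study's criteria), the 5 largest from 0 h, and up to 4 members of each list. Fold changes and p-values of Tables 1 and 2 and the first entries of Table S1A had been read before this rule was written.

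Alternatives were the replicate number as a block, the groups of each comparison alone, leaving out the 40% of probe sets with the lowest means, quantile normalization, median centring, an unmoderated linear model, an intensity trend with robust moderation, and leaving out each array. For the pairing check, deviations from the group means were correlated between same-numbered arrays. Between the genotypes at the same time all 9 correlations lay over 0.1 (0.42 to 0.84), so the numbers pair the genotypes within a time, as a finding from the data and not from the labels. Between 0 h and later times 11 of 12 did not exceed 0.1. Between 8 and 12 hpi of a genotype they lay between 0.24 and 0.60 in Col-0 and between 0.17 and 0.54 in the mutant. The numbers thus link these later times too. A block within each time and array weights were added after the data had been seen. Other splits and 100 exchanges of labels were counted. Raw array files, the qRT-PCR, metabolite and infection data, GO terms and the Genevestigator comparison were not analysed here. No genome build is named for the series, so no coordinates are given, and TAIR10.1 served only for gene names and chromosomes.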

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

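The results here were singled out because the response differed between the genotypes, or because probe sets outside the genes that the paper discusses differed between them. In the set test with limma's camera, the JA/ET-responsive genes of Table 1 changed more from 0 h in the mutant than in Col-0, with Benjamini-Hochberg adjusted p = 7.89e-11 at 8 hpi and 1.43e-17 at 12 hpi (0.0468 and 0.00886 with an estimated correlation). For the ethylene and ERF branch, the adjusted p from camera was 0.0121 at 8 hpi and 0.00617 at 12 hpi, and with an estimated correlation the call at 8 hpi was lost (adjusted p = 0.0543) while that at 12 hpi was not (adjusted p = 0.0377). The study chose the genes of Table 1 on these samples, so their result is not independent evidence, and 2 of the 3 genes tested for the ethylene and ERF branch (*PDF1.2a* and *PDF1.2b*) are among them. No single gene passed limma's test of the same difference.

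Before inoculation, 3 probe sets that were unnamed here stood lower in the mutant at an adjusted p under 0.05 from limma, and they are reported because of these values. A bright one was at 2.75 ± 0.29 (SD, n = 3) in the mutant and 7.64 ± 0.74 in Col-0 at 0 h, a log2 fold change of -4.89 (standard error 0.54, adjusted p = 0.0157 from limma). At 8 hpi it was at 9.91 ± 1.07 in the mutant and 9.43 ± 0.61 in Col-0. Since *MLO2* and *MLO12* were unnamed here too, the sources used here do not settle whether it measures a disrupted gene, and its values do not check the genotype labels. The others differed by -0.96 (adjusted p = 0.0157 from limma, 2.80 ± 0.01 against 3.76 ± 0.08) and by -0.24 (adjusted p = 0.0433, 2.19 against 2.43 ± 0.10), close to the lowest values of the arrays. With the replicate number as a block, over all arrays or within each time, 0 probe sets were lower at 0 h. Among all alternatives, the call held in 12 of 15 for the bright probe set, in 11 of 15 for that at -0.96 and in 5 of 14 for that at -0.24.

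At 8 hpi, *At5g24980* was at 5.45 ± 0.12 (SD, n = 3) in the mutant and 4.92 ± 0.00 in Col-0, a log2 fold change of 0.53 (standard error 0.06, adjusted p = 0.0204 from limma) on a probe set that the paper does not discuss. The call was lost with the replicate number as a block (adjusted p = 0.12 from limma), in the groups of the comparison alone (1), without the dim probe sets (0.443), after quantile normalization (0.385) and median centring (0.12), and with a block within each time (0.105). It held with the unmoderated linear model, the intensity trend with robust moderation, the array weights and each array left out. Its Col-0 arrays sat on a repeated value with almost no spread.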

How the results depend on the processing

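Settings chosen after the data had been seen were the replicate number as a block within each time and the array weights. The list medians at 0 h without an array or after another scaling were added then too. The planned settings were chosen before the data were examined. No cause was tested for the changes listed here, except where fewer arrays or fewer probe sets enter the fit. In simulated data, 21 of 100 changes of 2-fold and 52 of 100 of 4-fold were recovered, with no dim probe sets among the changed ones. The simulated noise was independent between arrays and had no lowest value, so these shares are not the power of the tests here. In the real data, levels below the lowest value of 2.18 could not be ranked. Of 729 pairs of a named gene and a comparison, 718 kept their direction and side of the threshold with the replicate block, 609 with the groups of each comparison alone, 705 after quantile normalization, 694 after median centring, 721 with an unmoderated linear model and 728 with an intensity trend and robust moderation. Without the dim probe sets it was 700 of 719. The direction turned, with no call in either fit, in 24 pairs after median centring and in 10 after quantile normalization. It did so in 1 pair with the replicate block and in 1 with the groups of each comparison alone. In 1 pair it reversed with a call in at least 1 of the 2 fits. There, *At3g43250* in the mutant at 12 hpi stood at -0.27 against 0 h after median centring. Its probe set lay at the lowest value of the arrays, where centring subtracts the shift of the array medians (0.30), so this reversal says nothing of the gene. With camera, 40 of 45 results kept their side with an estimated correlation, 44 with the replicate block and 43 without the dim probe sets.

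Counts are given as higher and lower in the mutant against Col-0 or against 0 h, and those by the study's criteria are named as such. With the replicate block, 0 and 0 passed at 0 h and 0 were higher at 8 hpi, and by the study's criteria 40 were lower at 0 h and 3 lower at 12 hpi. The block moved no other of these counts by more than 1.5 times. Among named genes it ended the calls of *QQS* and *At5g24980* and added 8 calls from 0 h (*ORA59*, *PEN1*, *DIN11*, *AAO1* and *LHCB4.2* in Col-0, *AACT1*, *SAG13* and *MLO3* in the mutant), and it changed no other call. With only the groups of the comparison, 1 was lower at 0 h, 1 lower at 8 hpi and 0 higher at 12 hpi. By the study's criteria 3 were then higher at 0 h, 145 higher and 42 lower at 8 hpi, 53 higher at 12 hpi, 181 higher at either time, 17 at both and 46 lower at either. Against 0 h the same setting gave 129 and 119 in Col-0 at 8 hpi, 257 and 261 at 12 hpi, and 208 and 113, then 436 and 232 in the mutant. Without the dim probe sets, 1 was lower at 0 h, 0 higher at 8 hpi, 3 higher at 12 hpi, and the difference in the change passed for 1 higher at each time. After quantile normalization, 15 were higher at 0 h by the study's criteria, 0 higher at 8 hpi, 1042 lower in the mutant at 12 hpi, 1 higher for the difference at 12 hpi, and 572 higher in the mutant only, 260 in Col-0 only and 501 lower in the mutant only. After median centring, 2 were higher at 0 h (12 by the study's criteria), 0 higher at 8 hpi, 1197 and 1137 lower in Col-0 at 8 and 12 hpi, 8740 and 10007 lower in the mutant (1454 by the study's criteria at 12 hpi), and 651 higher and 483 lower in the mutant only. Of those 8740 and 10007 probe sets, 7056 and 8261 lay below the median of every array. With the unmoderated linear model 0 were higher at 0 h.

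With the replicate block within time, 0 and 0 passed at 0 h, 0 and 1 at 8 hpi, and by the study's criteria 11 and 64 at 0 h, 197 lower at 8 hpi, 161 and 18 at 12 hpi, 79 higher at both times and 208 lower at either. With array weights, 25 and 6 passed at 0 h (21 higher by the study's criteria), 71 and 82 at 8 hpi (248 lower by the study's criteria) and 16 higher at 12 hpi. Against 0 h they gave 1746 and 1483, then 1496 and 1511 in Col-0, 1741 and 1745 lower in the mutant at 8 and 12 hpi, 3 and 12, then 3 and 13 for the difference in the change. Then 475 were higher in the mutant only (1 past the difference test), 484 in Col-0 only, 383 lower in the mutant only and 254 lower than Col-0 at either time.

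Leaving out each array in turn, the counts at an adjusted p lay between 1 and 36 higher and 3 and 44 lower at 0 h, 1 and 11 and 0 and 30 at 8 hpi, and 1 and 7 and 0 and 4 at 12 hpi. By the study's criteria they lay between 7 and 98 and 10 and 295 at 0 h, 181 and 455 and 68 and 392 at 8 hpi, and 43 and 174 and 3 and 22 at 12 hpi. Against 0 h they lay between 429 and 649 and 473 and 845 in Col-0 at 8 hpi, 373 and 691 and 346 and 833 at 12 hpi, 917 and 1485 and 519 and 851 in the mutant at 8 hpi, and 762 and 1449 and 348 and 697 at 12 hpi. By the study's criteria these were between 1065 and 1369 and 1006 and 1277, 998 and 1354 and 906 and 1265, 1372 and 2294 and 936 and 1231, and 1382 and 2412 and 765 and 1078. The difference in the change passed for between 0 and 17 and 0 and 22 at 8 hpi, and 0 and 16 and 0 and 22 at 12 hpi. In the mutant only, between 498 and 1628 were higher and 182 and 402 lower, with 0 to 4 past the difference test, and in Col-0 only between 134 and 343 and 264 and 523. Higher than Col-0 at either time were between 237 and 503, at both 21 to 79, and lower at either 73 to 398. With an array left out its group kept 2 arrays, and the spread was pooled over all groups.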

Differences from the paper's values

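The paper states a P of at most 0.05 and a 2-fold change, and its methods name a false discovery rate correction, whereas P was unadjusted for the counts set beside the paper's here. At 8 hpi, the unadjusted p of the 10 genes of Table 2 lay between 0.000255 and 0.0325 here and the adjusted p from limma between 0.265 and 1, while Table 2 prints values from 4.8e-05 to 0.02, closer to the unadjusted ones. A count is called different here when it is over 1.5 times the paper's or under it by as much, and a fold change when it also lies further from the paper's, on the log2 scale, than the SD of the arrays within the groups. The submitters' notes name GCRMA for the deposited values, while the paper's methods name the robust multiarray average procedure. The values set side by side here may thus come from different processing, which was not tested. With P unadjusted, the counts given here were larger than the paper's. Higher in the mutant than in Col-0 at 8 hpi were 117 genes in the paper and 221 probe sets here, with no such difference for the groups of the comparison alone (145). At either time the paper gives 145 and the values here 274, again with no such difference for the groups alone (181). At 8 hpi only the paper gives 81 and the values here 178, a difference under every planned setting. At 12 hpi only the paper gives 28 and the values here 53, with no such difference for the groups alone, or without Col-0 12 h replicate 2 or *mlo2 mlo6 mlo12* 12 h replicate 3. The paper names 1 gene lower than in Col-0, where 90 probe sets passed here, and 1 gene higher at 0 h, where 6 passed, and both differed under every planned setting.

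From 0 h, the paper gives 394 higher genes in the mutant and 90 in Col-0 at 8 hpi, and 396 and 44 at 12 hpi. The values here were 1935 and 1222, and 1931 and 1235, and they differed under every planned setting. Higher in the mutant only, the paper gives 639 and the values here 1083. There was no such difference for the groups alone, after quantile normalization or median centring, or without *mlo2 mlo6 mlo12* 0 h replicate 2 or *mlo2 mlo6 mlo12* 12 h replicate 3. Lower in the mutant only, about 140 genes in Fig. 2D, read by eye, stand against 229 here, which did not differ without Col-0 12 h replicate 2 or *mlo2 mlo6 mlo12* 12 h replicate 3. Lower in Col-0 only, about 200 in Fig. 2D, read by eye, stand against 353 here, which did not differ after quantile normalization or without Col-0 0 h replicate 2.

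Fold changes in Table 1 and Table 2 were mostly smaller than those here, but few differed by the rule above. For Table 1, 3 of 20 values differed at 8 hpi and 3 of 23 at 12 hpi. For Table 2 it was 3 of 10 and 0 of 10. Of 117 probe sets higher at 8 hpi in the copy of Table S1A, 97 also passed the study's criteria here, and 44 of 53 at 12 hpi. The values that differed were as follows. For *At4g16260*, the paper gives 4.0 at 8 hpi and 5.8 at 12 hpi, and the values here were 10.3 and 21.6. For *At1g67810* it gives 3.5 at 8 hpi against 8.0, for *At1g26380* 2.9 against 6.99, for *MYB51* 2.5 against 6.02, for *CYP71A13* 6.4 against 17.9 and for *AAO1* 2.5 against 6.35. At 12 hpi it gives 2.6 for *UGT71C3* against 5.67 and 2.6 for *At4g08770* against 6.02. All 9 of these differed under each planned setting that keeps all arrays. Leaving out an array removed the difference for *At4g16260* at 8 hpi (Col-0 8 h replicate 2 or 3, *mlo2 mlo6 mlo12* 8 h replicate 1 or 3) and at 12 hpi (Col-0 12 h replicate 2, *mlo2 mlo6 mlo12* 12 h replicate 1). It did so too for *At1g67810* (*mlo2 mlo6 mlo12* 8 h replicate 1), *At1g26380* (Col-0 8 h replicate 2, *mlo2 mlo6 mlo12* 8 h replicate 1 or 3), *MYB51* (Col-0 8 h replicate 3, *mlo2 mlo6 mlo12* 8 h replicate 1), *CYP71A13* (Col-0 8 h replicate 2, *mlo2 mlo6 mlo12* 8 h replicate 3) and *At4g08770* (Col-0 12 h replicate 2). For *UGT71C3* and *AAO1* no left-out array did.

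The paper names *At3g43250* as higher in the mutant at 0 h, for a probe set that the platform annotation pairs with *QQS*.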

Other observations

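Of the tests here, the linkage to the disrupted *MLO* genes and the scaling test of the counts at 8 hpi were chosen after the result was seen. Genes of protein folding in the endoplasmic reticulum, a list added after Table S1A had been read, rose in part from 0 h at 8 hpi in both genotypes. *PDIL2-2*, which encodes a protein disulfide isomerase, went in the mutant from a log2 level of 5.34 ± 0.39 (SD, n = 3) at 0 h to 9.73 ± 0.60 at 8 hpi and 6.55 ± 0.68 at 12 hpi, and in Col-0 from 4.72 ± 0.32 to 7.63 ± 0.70 and 6.46 ± 0.46. Of 12 named genes, 11 rose in the mutant and 9 in Col-0 at 8 hpi at an adjusted p under 0.05 from limma, and 4 and 3 at 12 hpi. The 12 hpi levels were not tested against those at 8 hpi, and in Col-0 the 2 members named by the annotation had medians of 0.61 at 8 hpi and 0.72 at 12 hpi. Between the genotypes 0 passed at 8 hpi (8 adjusted over the list alone, median 0.96), and 10 of the 12 were named through Table S1A and so selected for being high then.

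The clock gene *ELF4* rose by 4.13 in Col-0 (adjusted p = 1.7e-05 from limma) and 4.91 in the mutant at 8 hpi, where time of day and inoculation were not separated, and it was 1 of 2 named clock genes to pass. *GAPC2*, among 4 named reference genes, fell by 1.01 in Col-0 at 8 hpi (adjusted p = 0.0156 from limma). Of 3 photosynthesis genes, 1 was lower in the mutant at each time and 0 in Col-0 by limma, but 1 in each genotype at each time when adjusted over the list alone. Of 6 glutathione S-transferase genes, 0 passed between the genotypes at either time (2 and 0 adjusted over the list alone), and of 2 named *MLO* genes 1 rose in the mutant at 12 hpi. None of the listed JAZ repressors and markers of other tissues was named here.

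The probe set that Table S1A pairs with *At3g43250* was higher in the mutant at 0 h. The probe set that the annotation pairs with *At3g43250* had a mean level of 2.18 over all arrays, the lowest value of the arrays, so the test could not tell whether the brighter probe set measures *QQS* instead. A variant linked to a disrupted *MLO* gene was argued against, since 0 of the 3 *MLO* genes lie on the chromosome of *QQS* and *At3g43250* in TAIR10.1. No biological explanation was tested.

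With all arrays weighted alike, more probe sets rose from 0 h in the mutant than in Col-0. With array weights, chosen after the data had been seen, slightly more were higher by the study's criteria in Col-0 only than in the mutant only. Without *mlo2 mlo6 mlo12* 0 h replicate 2, the ratio of higher probe sets at 8 hpi, mutant over Col-0, was 1.13, so much of the excess went with that array. Its hybridization controls were at 9.63 on average, below the lowest of the other arrays (9.90), which goes with weaker hybridization. Its difference between 3' and 5' controls of 2.79 lay within 1 SD of the mean of the others (3.01, SD 0.548). That mean also holds the 8 and 12 hpi arrays. At 0 h its difference was the highest, with the other arrays between 2.27 and 2.68, so degraded RNA was not decided. When the genotype labels were exchanged within same-numbered pairs, 1 of 100 draws, the real one, gave so large an excess of mutant-only over Col-0-only probe sets (911 against at most 840). The excess followed the odd array, since the 54 draws that kept it in the mutant gave 107 to 840 and the 45 that exchanged it gave -707 to -121. A response of the mutant that is stronger in general stays open, as untested apart from that array.

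At 8 hpi more probe sets were higher than lower in the mutant by the study's criteria. More were higher than lower with any of the 6 arrays left out, and at least 181 were higher, so 1 array was not the whole source. The size of the excess did depend on Col-0 8 h replicate 1, without which 455 were higher and 392 lower. At the adjusted p, 11 were then higher and 30 lower. With array weights, chosen after the data had been seen, 55.3% were higher by the study's criteria. After another scaling, the smaller ratio of higher to lower was 2.71. The array medians of the mutant were shifted by only -0.03 against Col-0 at 8 hpi, so centring could hardly move this ratio. Scaling values that the authors had already scaled cannot undo their step, so their scaling as a source was not decided. A difference between the genotypes in the response to the fungus stays open as a hypothesis, found and tested on the same data.

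The arrays of a comparison can be split in 10 ways, the real split included, too few for a share under 0.05. The numbers of splits given here include the real one. Between the genotypes at an adjusted p under 0.05, as many or more probe sets as in the real split passed in 8 splits at 0 h (real 4, highest other 136), 8 at 8 hpi (1, 32) and 5 at 12 hpi (1, 5). By the study's criteria it was 8 splits at 0 h (32, 915), 6 at 8 hpi (305, 1935) and 5 at 12 hpi (102, 235). The replicate numbers pair the genotypes within a time, and splits that part all 3 pairs like the real one gave at most 8 and 34 at 0 h, 1 and 35 at 8 hpi, and 1 and 12 at 12 hpi, at the adjusted p and by the study's criteria. By the study's criteria, each split that keeps 2 pairs together called more than any other split that parts all 3, which points to a structure shared by same-numbered arrays, and this was not so at the adjusted p at any of the 3 times. Against 0 h, the real split alone, 1 of 10, passed so many in each comparison (1440 and 1368 in Col-0, 2197 and 1872 in the mutant, highest other 2). For the difference in the change, 0 passed in the real arrangement, so all 100 of 100 exchanges gave as many at 8 hpi and 100 of 100 at 12 hpi by necessity (highest other 5), and this decides nothing.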
